# Single-cell multi-omics profiling links dynamic DNA methylation to cell fate decisions during mouse early organogenesis

**DOI:** 10.1186/s13059-022-02762-3

**Published:** 2022-09-26

**Authors:** Stephen J. Clark, Ricard Argelaguet, Tim Lohoff, Felix Krueger, Deborah Drage, Berthold Göttgens, John C. Marioni, Jennifer Nichols, Wolf Reik

## Abstract

**Background:**

Perturbation of DNA methyltransferases (DNMTs) and of the active DNA demethylation pathway via ten-eleven translocation (TET) methylcytosine dioxygenases results in severe developmental defects and embryonic lethality. Dynamic control of DNA methylation is therefore vital for embryogenesis, yet the underlying mechanisms remain poorly understood.

**Results:**

Here we report a single-cell transcriptomic atlas from Dnmt and Tet mutant mouse embryos during early organogenesis. We show that both the maintenance and de novo methyltransferase enzymes are dispensable for the formation of all major cell types at E8.5. However, DNA methyltransferases are required for silencing of prior or alternative cell fates such as pluripotency and extraembryonic programmes. Deletion of all three TET enzymes produces substantial lineage biases, in particular, a failure to generate primitive erythrocytes. Single-cell multi-omics profiling moreover reveals that this is linked to a failure to demethylate distal regulatory elements in *Tet* triple-knockout embryos.

**Conclusions:**

This study provides a detailed analysis of the effects of perturbing DNA methylation on mouse organogenesis at a whole organism scale and affords new insights into the regulatory mechanisms of cell fate decisions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02762-3.

## Background

Early mammalian development is accompanied by epigenetic reprogramming. In the first phase of reprogramming, the DNA methylation (DNAm) marks of terminally differentiated germ cells are rapidly erased following fertilisation to produce the hypomethylated genome of the early embryo which is required for totipotency [1, 2]. Subsequently, the genome of the embryo proper undergoes de novo methylation such that high levels of CpG methylation are re-established shortly after implantation at embryonic day (E) 5.5 [2–5]. This hypermethylated state is maintained in somatic cells, although the precise distributions of CpG methylation become highly tissue-specific indicating a role in cellular identity [6, 7]. It has been suggested that this global gain in DNA methylation, and the accompanying chromatin remodelling, is required to restrict the developmental potential and epigenetically prime cells for differentiation [8, 9].

DNA methylation is deposited by the de novo methyltransferases, DNMT3A and DNMT3B [10]. Once established, DNA methylation profiles are inherited through cell division by the activity of the maintenance methyltransferase, DNMT1 [11]. Embryos lacking *Dnmt1* do not survive past E9.5, are developmentally delayed and display a number of phenotypes including neural tube defects and lack of somites [12]. *Dnmt3a*^*-/-*^ mice develop to term, but are small in size and die around 4 weeks of age whereas deletion of *Dnmt3b* results in embryonic lethality at around E14.5 [10]. Double knockout of the two *de novo* methylases results in a similar phenotype to *Dnmt1* [10].

Removal of CpG methylation from the genome can be achieved by passive dilution, in which DNMT1 is prevented from copying methylation onto daughter strands during replication and this is the major contributor to global demethylation events [13]. De-methylation can also occur via enzymatic oxidation of methyl-cytosine into hydroxymethyl-cytosine and other oxidised derivatives catalysed by the ten-eleven-translocation (TET) family of enzymes [14–16]. These oxidised bases can be removed and replaced by unmodified cytosine by base excision repair [14, 17, 18] or can lead to replicative dilution due to UHRF1 evasion [19, 20].

Deletion of all three TET enzymes in mouse embryos leads to impaired growth at E7.5, primitive streak patterning defects, impaired maturation of mesoderm tissues and at E8.5, a failure to form the head fold, heart tissue, somites and gut tube [21].

Bulk RNA sequencing (RNA-seq) and bisulfite sequencing (BS-seq) of DNMT mutant embryos have provided insights into the role of DNAm in the repression of transposable elements, imprints and germline genes as well as zygotic and some lineage-specific genes [4, 22]. The remethylation of the genome which takes place between E4.5 and E6.5 in wildtype embryos is inhibited in both *Dnmt1* and *Dnmt3a/b* double knockout embryos, yet these survive as far as E9.5 [22]. Interestingly this suggests that DNAm is not essential for the first sets of lineage decisions, and only becomes deleterious after germ layer formation. However, the precise genomic elements responsible and the cell types affected are still unknown. Bulk RNA-seq and BS-seq of *Tet*-TKO embryos revealed mis-regulation of *Lefty1* and *Lefty2* and associated hypermethylation of nearby regulatory regions [21] but the precise cell type effects could not be revealed by this analysis.

Our current understanding of the effects of DNA methylation perturbations in embryogenesis is informed by morphological descriptions, immunofluorescence imaging and a limited amount of genome-wide analyses using bulk RNA-seq and BS-seq. Whilst informative, these studies are limited to the analysis of a small set of genes or lack of the ability to resolve cell type-specific effects. Single-cell RNA sequencing (scRNA-seq) of mutant embryos can address these limitations by providing a readout of cell type proportions together with an assessment of the cell type-specific molecular defects, as was recently demonstrated in a study that perturbed a number of epigenetic modifiers using CRISPR/Cas9 at the zygote stage [23]. In addition, single-cell multi-omics techniques such as scNMT-seq [3, 24], which profiles gene expression, DNA methylation and chromatin accessibility in single cells, can provide additional information on the underlying epigenetic mechanisms of any defects observed.

To further investigate the perturbation of DNA methylation in this study we use scRNA-seq and targeted scNMT-seq to profile E8.5 embryos, representing the onset of organogenesis, in which *Dnmt1*, *Dnmt3a*, *Dnmt3b* and *Tet 1/2/3* have been disrupted.

## Results

### scRNA-seq of Dnmt3a^-/-^, Dnmt3b^-/-^ and Dnmt1^-/-^ mutant embryos during mouse early organogenesis

We generated *Dnmt1*^-/-^, *Dnmt3a*^-/-^ and *Dnmt3b*^-/-^ embryos together with matching wildtypes from heterozygous matings. We collected embryos at E8.5, when progenitor cells for all major organs have formed and methylation mutants are not yet lethal and performed scRNA-seq. To increase the statistical power of our analysis we combined our data set of KO embryos with a published data set where *Dnmt1*, *Dnmt3a* and *Dnmt3b* were disrupted using zygotic CRISPR-Cas9 injection and also profiled using scRNA-seq at E8.5 [23]. In total, our analysis comprises 51,811 cells from 17 WT embryos, 45,579 cells from 14 *Dnmt3a*^-/-^ embryos, 55,237 cells from 12 *Dnmt3b*^*-/-*^ embryos and 25,185 cells from 15 *Dnmt1*^-/-^ embryos (Fig. 1a, Additional file 1: Fig. S1). We assigned cell type labels by mapping the RNA expression profiles to a comprehensive reference atlas that spans E6.5 to E8.5 [25] (Fig. 1b, c and Additional file 1: Fig. S2).

**Fig. 1:**
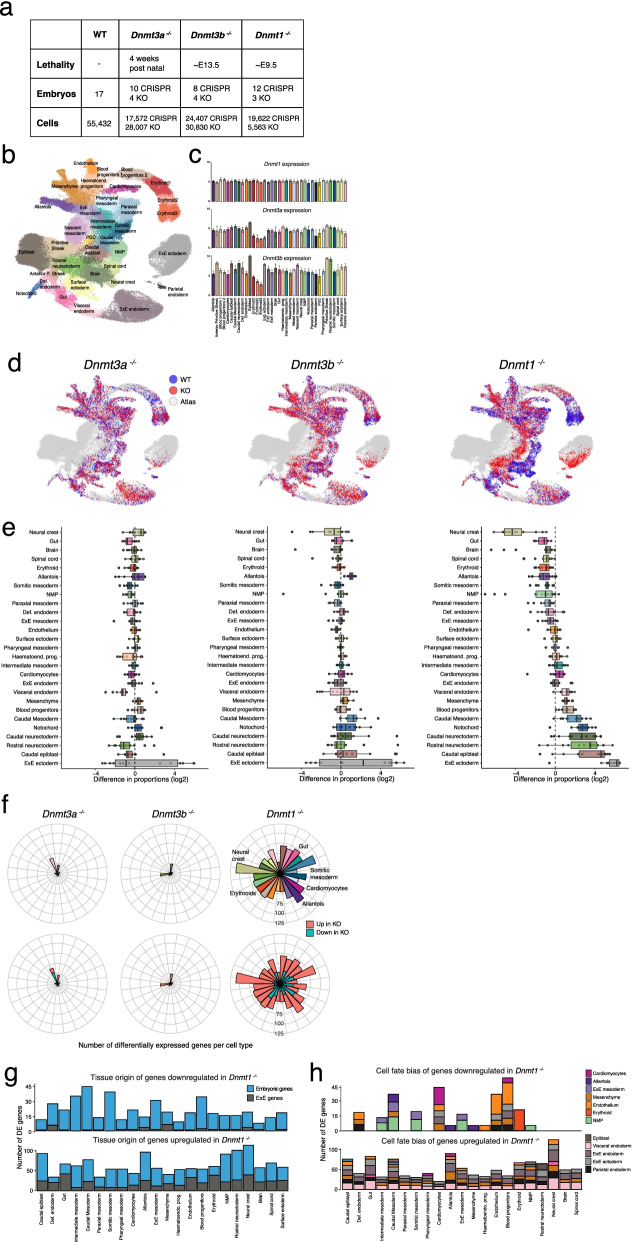
scRNA-seq of Dnmt3a^-/-^, Dnmt3b^-/-^ and Dnmt1^-/-^ mutant embryos during mouse early organogenesis. **a** Table with the numbers of E8.5 embryos and cells of each genotype analysed in this study. KO refers to the mouse models used in this study, CRISPR indicates published data which was generated using zygotic CRISPR-Cas9 injections [23]. **b** Dimensionality reduction (UMAP) of the wildtype reference dataset used for assigning cell types in this study. Cells are coloured by cell type as in the original publication [25]. **c** RNA expression of *Dnmt1*, *Dnmt3a* and *Dnmt3b* for each cell type in the reference atlas (quantified at the pseudobulk level). **d** Mapping of the KO cells to the reference atlas using the matching nearest neighbours (MNN) algorithm [26]. Each plot shows the UMAP of the reference atlas as in **b**, but cells are coloured by whether they are a nearest neighbour to a cell in our wildtype (blue) or mutant (red) embryos. **e** Box plots display the log2 difference in cell type proportions between WT and KO E8.5 embryos. Each point represents a comparison of cell type proportions between a KO embryo and the average proportions in WT embryos. **f** Polar bar plots display the number of differentially expressed genes for each KO and cell type. In the top panel bar plots are coloured by cell type identity and in the bottom panel, they are coloured by whether genes are up or downregulated. **g** Bar plots display the number of downregulated (top) or upregulated (bottom) genes in the Dnmt1-/- mutants. Shown are only genes which are markers for embryonic versus extra-embryonic (ExE) tissues. **h** Bar plots display the number of DE genes in the *Dnmt1*^-/-^ mutants for each cell type. Genes are grouped and coloured by the cell type that they mark in the reference atlas. Note that a gene might be a marker of multiple cell types, thus the *y*-axis is not directly comparable to **f**

First, we assessed global cell fate defects by comparing the cell type proportions between KO and WT embryos (Fig. 1d, Additional file 1: Fig. S2). *Dnmt3a*^*-/-*^ and *Dnmt3b*^*-/-*^ embryos show relatively minor defects in cell type proportions, consistent with previous reports that indicate that these embryos do not display major defects during gastrulation [10]. In contrast, *Dnmt1*^-/-^ embryos show widespread defects in cell type proportions, including a relative overrepresentation of extraembryonic (ExE) ectoderm (trophoblast) and immature embryonic cell types such as rostral neuroectoderm and caudal epiblast. We also observe a relative underrepresentation of some mature embryonic cell types, including neural crest, neuromesodermal progenitors (NMPs), brain, spinal cord and gut cells. The overrepresentation of ExE ectoderm is consistent with previous studies that found that Embryonic Stem Cells (ESCs) lacking DNA methylation enzymes do not differentiate efficiently and are derailed toward production of trophoblast [27–29]. We hypothesised that the underrepresentation of mature embryonic cell types could be linked to a developmental delay. To quantify this, we staged embryos by performing principal component analysis on the cell type proportions together with the reference atlas embryos that span from E6.5 to E8.5 (Additional file 1: Fig. S3, Methods). We inferred an interpretable stage assignment by measuring Euclidean distances between KO and reference embryos in the latent space. Reassuringly, we find that most embryos, including WT, *Dnmt3a*^-/-^ and *Dnmt3b*^*-/-*^ backgrounds, match the E8.25–E8.5 reference embryos with a high probability. However, *Dnmt1*^*-/-*^ embryos display a minor developmental delay, and most closely resemble E8.0 reference embryos.

### DNMT1 is required for the repression of pluripotency and extra-embryonic programmes and for the up-regulation of posterior Hox genes

The profiling of large-scale single-cell transcriptomes provides sufficient statistical power to perform robust cell type-specific differential expression (DE).

First, we confirmed the upregulation of germline genes [9, 22] and dysregulation of imprints in *Dnmt1*^*-/-*^ embryos [22, 30, 31]. Consistently, we find that most of these genes are misregulated across multiple cell types, albeit with some exceptions (Additional file 1: Fig. S4-5). Similarly, we confirm the upregulation of different types of repetitive elements in *Dnmt1*^*-/-*^ embryos including Intracisternal A-type particles (IAPs), LINE L1 and ERVs [22, 23, 32]. Interestingly, although our results broadly agree with bulk studies, we detect cell type-specific differences in some of these elements (Additional file 1: Fig. S6).

Next, we aimed to link gene expression changes in *Dnmt* KOs to defects in cell fate commitment. We thus restricted the analysis to 2107 genes that are cell type markers in the reference data set [25]. Consistent with the cell type proportions results, we observe a small number of DE genes when comparing *Dnmt3a*^*-/-*^ and *Dnmt3b*^*-/-*^ to WT samples (Fig. 1e). In contrast, a larger number of DE genes is observed in the *Dnmt1*^*-/-*^ across most cell types, but particularly in the Neural crest, Caudal mesoderm and Blood progenitors. In agreement with the repressive role of DNA methylation, we observe a greater number of upregulated compared to downregulated genes in *Dnmt1*^*-/-*^ across most cell types (Fig. 1f).

Next, we sought to explore whether the DE genes in the *Dnmt1*^-/-^ display enrichment towards specific cell fates. We plotted the number of DE genes for each cell type and coloured these by the cell type that each gene identifies (in the reference atlas) (Fig. 1g, h). We observe that genes downregulated in the *Dnmt1*^-/-^ in endothelium and erythroid cells are enriched for endothelium and erythroid genes, respectively. Interestingly, genes downregulated in somitic and intermediate mesoderm cells are enriched for NMP markers and this category includes several posterior Homeobox (Hox) genes such as *Hoxc9*, *Hoxc8*, *Hoxb9* and *Hoxa9*. In the *Dnmt1*^-/-^, these genes show significant downregulation in posterior cell types such as NMPs, somitic mesoderm, intermediate mesoderm and ExE mesoderm (Fig. 2). These Hox transcription factors display a strong transcriptomic and epigenetic signature in NMPs [33] and are essential for correct axial regionalisation. We hypothesise that the downregulation of these genes can potentially explain the underrepresentation of both NMPs and its derivatives, somitic mesoderm and spinal cord cells, in *Dnmt1*^-/-^ embryos.

**Fig. 2:**
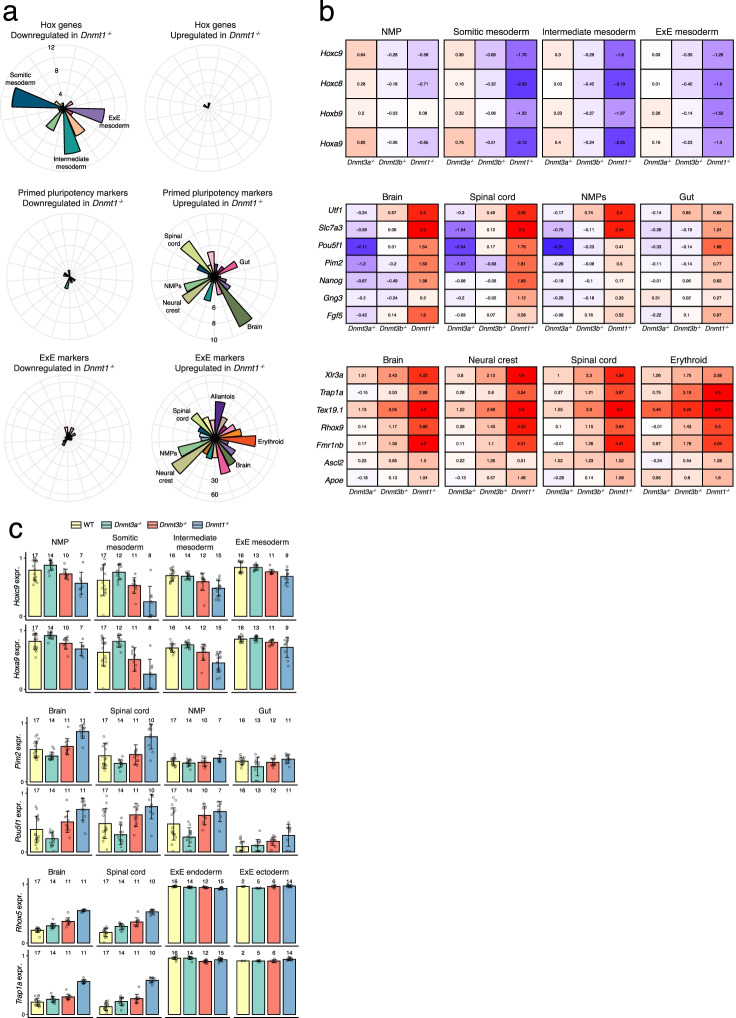
DNMT1 is required for the repression of pluripotency and extra-embryonic programmes and for the up-regulation of posterior Hox genes. **a** Polar bar plots display the number of differentially expressed genes in Dnmt1-/- cells, split by whether genes are downregulated (left) or upregulated (right). Each bar corresponds to a different cell type. Shown are all Hox genes (top) primed pluripotency markers (middle) and markers of extra-embryonic (ExE) tissues (bottom), according to the reference atlas. **b** Heatmaps display the log fold change in gene expression between mutant and wildtype. Shown are Hox genes (top), primed pluripotency markers (middle) and markers of ExE lineages (bottom). **c** Gene expression levels quantified at the pseudobulk level, where each data point corresponds to a different embryo and cell type. Shown are Hox genes (top), primed pluripotency markers (middle) and ExE tissue markers (bottom)

Among the genes that are upregulated in the *Dnmt1*^-/-^ we observe a clear enrichment for Epiblast and ExE marker genes across most cell types (Figs. 1g and 2). This includes primed pluripotency markers such as *Pou5f1*, *Utf1*, *Slc7a3*, *Fgf5* and *Pim2* for the former, and *Rhox5*, *Krt8*, *Apoe*, *Ascl2*, *Trap1a* and *Xlr3a* for the latter. Overall, these results are consistent with published bulk RNA-seq analysis of *Dnmt1*^-/-^ embryos [22] (Additional file 1: Fig. S7), particularly for genes with the largest log-fold differences which are differentially expressed in multiple cell types. Importantly, the bulk analysis is not able to distinguish between changes in cell type abundance (e.g. increased abundance of extra-embryonic tissue) and changes in marker gene expression (e.g. increased expression of extra-embryonic genes in embryonic tissues).

Intriguingly, both classes of genes are repressed before gastrulation in the embryo proper, but in *Dnmt1*^-/-^ embryos they remain expressed across multiple cell types after gastrulation. Previous studies have linked the disruption of the DNA methylation machinery with transdifferentiation events between the embryo proper and trophoblast cells. In particular, in *Dnmt1*^-/-^ [29] or *Dnmt3ab*^-/-^ (double knockout) [27] cells exiting naive pluripotency can be derailed towards a trophoblast fate and chimeric embryos generated by nuclear transfer of DNMT triple knockout cells followed by aggregation with wildtype embryos are able to form trophoblast but not embryonic lineages [28]. All together, our results support the role of DNA methylation as a repressor of past and alternative cellular identities. We hypothesise that this could be the molecular mechanism that underlies the overrepresentation of ExE tissue and the developmental delay of *Dnmt1*^-/-^ embryos.

### TET enzymes are required for the specification of primitive erythrocytes

We next investigated the role of active DNA demethylation by perturbation of the three TET enzymes. Due to the severity of the phenotype of embryos lacking all three TETs at E8.5 [21], we instead generated chimeric embryos from *Tet* triple knockout (TKO) ES cells [34]. In contrast to *Dnmt3a*^-/-^*Dnmt3b*^-/-^ double knockout cells [27] and *Dnmt1*^-/-^ cells [29] which are rejected from chimeric embryos, *Tet*-TKO cells contribute with high efficiency at both E7.5 and E8.5 (Additional file 1: Fig. S8). 

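Single-cell RNA-seq with 10x Genomics 3′ v3 chemistry was carried out on 8 libraries of sorted cells. ES cells that lack all TET dioxygenases and carry a tdTomato reporter had been injected into host blastocysts, and the embryos were pooled, dissociated and sorted into a tdTomato+ fraction of Tet-TKO cells and a tdTomato- fraction of WT host cells. At E8.5 there were 4 Tet-TKO and 2 WT host libraries, and at E7.5 there was 1 library of each genotype. The ES cells have a mixed C57BL/6J and 129Sv background and the host embryos are C57BL/6J, so strain and genotype go together in every library. The authors mapped the reads to mm10 with Cell Ranger and counted unique molecular identifiers (UMIs) per gene with the GRCm38.92 annotation, to which the tdTomato sequence was added. The methods name Cell Ranger 5.0.0, whereas the header of the deposited counts gives software version 3.1.0. The deposited values are raw UMI counts per gene and cell barcode, without normalisation. At E8.5 the total was 136982886, 123164173, 95821342 and 65601218 UMIs in Tet-TKO libraries 1 to 4, with a median of 109492757.5, and 131775288 and 127259316 UMIs in WT host libraries 1 and 2. At E7.5 the Tet-TKO library held 105670868 UMIs and the WT host library 103814649. Every pair of replicate libraries differed by more than the sampling noise. The chi-square per degree of freedom over genes was 17.7 between Tet-TKO libraries 1 and 2, 20.4 between libraries 3 and 4, between 203 and 218 for the other Tet-TKO pairs and 162 between the WT host libraries. Libraries 1 and 2 and libraries 3 and 4 thus form pairs of like libraries, and whether the libraries of a pair come from one pool of embryos is not stated. Each library was counted as a separate sample, and a test on the sums of libraries 1 and 2 and of libraries 3 and 4, as 2 Tet-TKO samples against 2 WT host libraries, was added after this had been seen.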

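Transcripts of the deleted genes were still counted in the Tet-TKO libraries, so their counts do not check the labels. Tet1 (ENSMUSG00000047146, chromosome 10 of mm10, 62804570 to 62908996) had 15.5 ± 5.81 CPM (counts scaled to the library total; SD, n = 4 libraries) in E8.5 Tet-TKO cells and 21.5 ± 1.50 (SD, n = 2) in WT host cells. Its level was 9.93, 11.0, 20.1 and 20.9 CPM in Tet-TKO libraries 1 to 4 against 22.5 and 20.4 CPM in the WT host libraries, so library 4 lay between the WT values. Tet2 (ENSMUSG00000040943, chromosome 3, 133463679 to 133545139) had 7.95 ± 2.55 CPM (SD, n = 4) against 4.65 ± 0.0299 (SD, n = 2). It was higher in 4 of 4 Tet-TKO libraries, with 5.99, 5.55, 10.5 and 9.71 CPM against 4.67 and 4.63 CPM. Tet3 (ENSMUSG00000034832, chromosome 6, 83362373 to 83459084) had 30.0 ± 8.09 CPM (SD, n = 4) against 23.2 ± 0.0950 (SD, n = 2), with 23.5, 22.5, 37.5 and 36.4 CPM against 23.1 and 23.2 CPM. At E7.5 the Tet-TKO library had 13.4, 2.50 and 9.51 CPM of Tet1, Tet2 and Tet3 and the WT host library 27.6, 2.96 and 14.1 CPM. Within E8.5 cell classes Tet1 was lower in Tet-TKO cells in 24 of the 24 classes in which it was tested, with log2 fold changes from -1.53 to -0.39 and a lowest adjusted p of 0.0239 (edgeR). Counts from the 3′ end of transcripts do not show whether a transcript is intact.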

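The sorted fractions were instead checked through the tdTomato transcript. It had 93.1, 97.8, 127 and 144 CPM in E8.5 Tet-TKO libraries 1 to 4 and 0.503 and 0.938 CPM in WT host libraries 1 and 2, and at E7.5 it had 71.5 CPM in the Tet-TKO and 0.444 CPM in the WT host library. At least 1 tdTomato UMI was found in 67.2%, 60.8%, 87.2% and 83.4% of the cells of the E8.5 Tet-TKO libraries, in 0.569% and 0.841% of the E8.5 WT host cells, and at E7.5 in 61.2% of Tet-TKO and 0.532% of WT host cells. These shares depend on the depth of the single cells, though between libraries they did not always follow the median depth. After each cell was thinned to 5000 UMIs they were 34.2%, 36.7%, 42.1% and 45.7% in the E8.5 Tet-TKO libraries against 0.221% and 0.445%, and 29.7% against 0.195% at E7.5. Thinning left out 284, 517, 76 and 91 cells of the E8.5 Tet-TKO libraries, 553 and 724 E8.5 WT host cells, and 738 Tet-TKO and 480 WT host cells at E7.5.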

We next performed scRNA-seq on these chimaeras following the study design of Pijuan-Sala et al. [25] in which *Tet*-TKO cells are marked by the fluorescent marker tdTomato thereby allowing the collection of two fractions using FACS: a fluorescent fraction that contains *Tet*-TKO cells and a non-fluorescent fraction that contains WT host cells (Fig. 3a, Additional file 1: Fig. S8). 

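The 5 Tet-TKO libraries held 26689 cell barcodes and the 3 WT host libraries 25837. The filters of the methods, which are at least 1500 UMIs, at most 30% mitochondrial and at most 35% ribosomal UMIs per cell, kept 25426 Tet-TKO cells and 24440 WT host cells. At E8.5, 7045, 9552, 2304 and 1012 cells were kept in Tet-TKO libraries 1 to 4, and 8260 and 9038 in WT host libraries 1 and 2. At E7.5, 5513 Tet-TKO and 7142 WT host cells were kept. The median number of UMIs per kept cell was 18763, 12176, 40386.5 and 68704 in E8.5 Tet-TKO libraries 1 to 4, 15228 and 13663.5 in the E8.5 WT host libraries, and 20741 for Tet-TKO and 14192.5 for WT host cells at E7.5. Tet-TKO libraries 3 and 4 thus had fewer cells and more UMIs per cell than the other 4 E8.5 libraries.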

In total, we profiled 24,355 *Tet*-TKO cells and 52,084 WT cells.

**Fig. 3:**
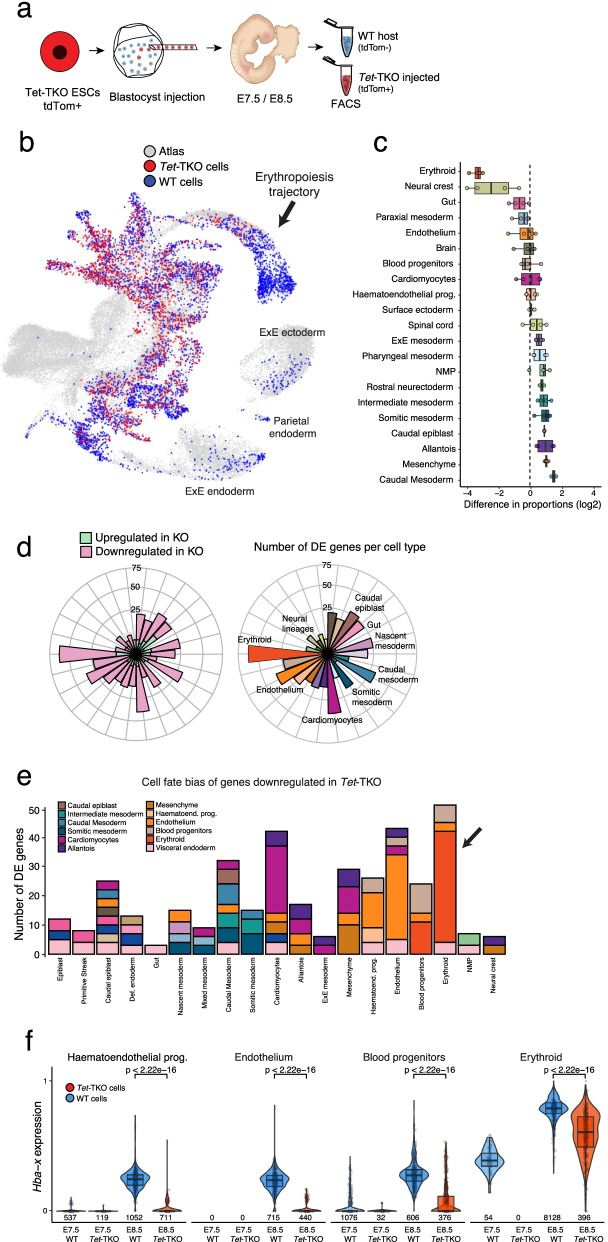
scRNA-seq of Tet-TKO mutant embryos during mouse early organogenesis reveals that TET enzymes are required for the specification of primitive erythrocytes. **a** Schematic summarising the chimaera assay. Fluorescently labelled Tet-TKO ESCs are injected into wild type blastocysts, transferred into pseudopregnant hosts then collected at E7.5 or E8.5. FACS is used to isolate labelled KO cells (red) and non-labelled WT host cells (blue) which are processed and sequenced using scRNA-seq. **b** Mapping of the KO cells to the reference atlas using the matching nearest neighbours (MNN) algorithm [26]. UMAP plot of wildtype reference atlas [25] with cells coloured whether they are a nearest neighbour to a WT host (red) or Tet-TKO (blue) cell. **c** Box plots display the log2 difference in cell type proportions between WT and Tet-TKO E8.5 embryos. Each point represents a comparison of proportions between a Tet-TKO sample and the corresponding proportions in the matching WT host embryo. **d** Polar bar plots display the number of differentially expressed genes for each KO and cell type. In the right panel bar plots are coloured by cell type identity and in the left panel, they are coloured by whether genes are up or downregulated. **e** Bar plots display the number of DE genes for each cell type. Genes are grouped and coloured by the cell type that they mark in the reference atlas. Note that a gene might be a marker of multiple cell types, thus the values in the *y*-axis are not directly comparable to **d**. **f** RNA expression levels of the haemoglobin X alpha-like embryonic chain gene (Hba-x) in WT to Tet-TKO cells. Shown are different cell types grouped from the haematoendothelial trajectory

Similar to the strategy employed for DNMT mutants, we assigned cell types by mapping cells to the reference atlas (Fig. 3b, c, Additional file 1: Fig. S9). 

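The atlas annotation of single cells was not used here. Instead, the cells of each stage were clustered over all libraries on the 2500 most variable genes and 50 principal components, corrected between libraries by 20 mutual nearest neighbours, with the Leiden algorithm at resolution 2 on a graph of 15 neighbours. Genes whose expression is tested by name were left out of the clustering. Clusters were named from marker lists, and a class is called erythroid-like, for example, where at least 3 of its markers were raised by at least 1 on the log2 scale. The marker lists, the tests and the thresholds for a call were fixed before the data were examined, but the thresholds for a name were set after the clusters had been seen. At E8.5 the 37211 kept cells fell into 33 classes, of which 21 carry a name. Clusters stayed unnamed because their cells had few UMIs for their libraries (2.33% of Tet-TKO and 1.23% of WT host cells), because more markers of another class were among their 10 leading genes (14.3% and 8.54%), or because no class came clearly first (6.95% and 5.11%). No E8.5 cluster was named as mixed mesoderm, ExE mesoderm, nascent mesoderm or blood progenitor. Cluster 4, with Rab27b, Cited4, Gata1 and Hbb-bh0 among its leading genes, stands in for the blood progenitors, a choice made after these were seen. Cluster 16 was led by Pitx1, Spin2c and Foxf1, with Hand1 and Bmp4 among its leading genes, and cluster 7 by Aldh1a2, Alx1 and Nr2f1. The endothelium-like class includes a cluster with Fcer1g, Spi1 and Cd74 among its leading genes. Doublets were not removed, since the methods name no such step. The number of cells per class and library was compared between genotypes with edgeR's quasi-likelihood test over all classes, with all kept cells as library size. With 4 libraries against 2 there are 15 splits, and with the one-sided p doubled the smallest p that an exact permutation test can give is 0.133.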

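ExE ectoderm-like cells, named from Elf5, Wnt7b, Rhox6, Rhox9, Ascl2 and Tfap2c, were 207 of 17298 cells in the E8.5 WT host libraries and 1 of 19913 cells in the E8.5 Tet-TKO libraries. Their share was 1.85% and 0.597% in WT host libraries 1 and 2. The Tet-TKO cell was in library 1. With 3 cells taken as the upper limit, the 0 cells in Tet-TKO libraries 2, 3 and 4 allow shares of up to 0.0314%, 0.130% and 0.296%. The upper ends of 95% exact binomial intervals are 0.0386%, 0.160% and 0.364%. Both limits cover counting error only. From the pooled cells the log2 ratio was -7.90, with a 95% counting interval of -13.21 to -5.40. In the test over libraries the log2 fold change was -7.44 (standard error 1.16, adjusted p = 0.00359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 4 Tet-TKO libraries below both WT host libraries. It moved most when Tet-TKO library 1 was left out, to -9.21. With Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed, an alternative chosen after seeing the data, it was -7.63 and not past the threshold (adjusted p = 0.0833, the highest in a range from 2.07e-05 over all alternatives). At E7.5, 7 of 5513 Tet-TKO cells were ExE ectoderm-like, a share of 0.127% (95% exact binomial interval 0.0511 to 0.261%), against 1815 of 7142 WT host cells, 25.4% (24.4 to 26.4%). These intervals cover counting error only, and with 1 library per genotype no test was made. An E7.5 cluster of 26 cells within this class had Hbb-bh1 as its first gene beside Elf5. The 24 cells with an extraembryonic-like name in the E8.5 Tet-TKO libraries had 16.9 tdTomato CPM, against 111 CPM in the other cells of these libraries.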

As expected from chimaeras generated from ESC injection into blastocysts, we find no contribution of tdTomato+ cells on the trophoblast compartment (ExE ectoderm cells), and this is true for injected WT control and Tet-TKO cells. As an additional control, we re-analysed a published data set where WT ESCs cells marked by tdTomato were processed and sequenced in a similar fashion as our experimental design [35]. Reassuringly, negligible differences in cell type proportions are observed when comparing (injected) tdTomato+ WT cells and (host) tdTomato− WT cells (Additional file 1: Fig. S9). This indicates that there are no major cell type biases in the contribution of injected ESCs to chimeric embryos. After the control experiments, we compared the cell type proportions between *Tet*-TKO and WT populations. We find a marked depletion of erythroid and neural crest cells in *Tet*-TKO cells at E8.5, together with an increase in mesodermal progenitor cells (mixed mesoderm, intermediate mesoderm) and ExE mesodermal tissue (mesenchyme, allantois, ExE mesoderm). 

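Erythroid-like cells made up 0.920% ± 0.438 (SD, n = 4 libraries) of E8.5 Tet-TKO cells and 20.7% ± 6.64 (SD, n = 2) of WT host cells. The shares were 0.327%, 1.12%, 1.35% and 0.889% in Tet-TKO libraries 1 to 4 and 16.0% and 25.4% in WT host libraries 1 and 2, so that both pairs of Tet-TKO libraries of like depth lay below both WT values. The log2 fold change was -4.51 (standard error 0.51, adjusted p = 0.000772 from edgeR), a difference larger than the spread between libraries of a genotype. In the sums of Tet-TKO libraries 1 and 2 and of libraries 3 and 4, an alternative chosen after seeing the data, it was -4.40 (adjusted p = 0.0379, the highest in a range from 8.52e-10 over all alternatives). It reached -5.37 when only cells whose tdTomato UMIs matched their sorted fraction were kept and -4.14 when WT host library 2 was left out. Neural crest-like cells made up 1.11% ± 0.730 (SD, n = 4) of Tet-TKO and 2.61% ± 1.72 (SD, n = 2) of WT host cells, with 0.497%, 0.890%, 2.17% and 0.889% in the Tet-TKO libraries against 1.39% and 3.83%. In 3 of 4 Tet-TKO libraries they lay below both WT host libraries. A planned fit that pairs Tet-TKO and WT host libraries 1 and 2 by number gave a log2 fold change of -1.85 (adjusted p = 8.26e-06). It also put intermediate mesoderm-like (0.99, adjusted p = 0.00208) and allantois-like cells (1.46, adjusted p = 0.044) past the threshold, but which libraries match is not stated. Over all libraries the log2 fold change of neural crest-like cells, -1.25 (standard error 0.65, adjusted p = 0.156), did not pass the threshold of 0.05. Without WT host library 2 it was -0.34, and over all alternatives its adjusted p ranged from 8.26e-06 to 0.881.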

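Of the mesodermal classes, mesenchyme-like cells rose from 3.47% ± 0.359 (SD, n = 2) in WT host to 7.53% ± 0.737 (SD, n = 4) in Tet-TKO cells, with a log2 fold change of 1.12 (standard error 0.27, adjusted p = 0.0179) and all 4 Tet-TKO libraries above both WT host libraries. The call was lost when Tet-TKO library 2 (adjusted p = 0.0653), Tet-TKO library 3 (0.0604), WT host library 1 (0.142) or WT host library 2 (0.0831) was left out, within a range of 8.26e-06 to 0.142 over all alternatives, while the log2 fold change stayed between 1.02 and 1.23 in these fits. It was also lost with TMM normalisation of the cell counts (0.67, adjusted p = 0.112), with erythroid-like cells left out of the total (0.78, adjusted p = 0.0724) and with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed (1.12, adjusted p = 0.0925), an alternative chosen after seeing the data. Intermediate mesoderm-like cells were 2.34% ± 0.334 (SD, n = 4) of Tet-TKO and 1.21% ± 0.0045 (SD, n = 2) of WT host cells, a log2 fold change of 0.95 (standard error 0.36, adjusted p = 0.0775) that failed the correction although 4 of 4 Tet-TKO libraries were higher. With all variable genes in the clustering it was 1.49 and past the threshold (adjusted p = 0.0163, within a range of 0.00208 to 0.850). In that clustering the class of this name was also the best match of cluster 7 (cells shared over cells in either, 0.514). The value of 1.49 thus includes cells of cluster 7. Allantois-like cells were 11.6% ± 5.19 (SD, n = 4) against 6.05% ± 2.25 (SD, n = 2), a log2 fold change of 0.95 with a standard error of 0.48 (adjusted p = 0.155) and 2 of 4 Tet-TKO libraries above both WT host libraries. Over all alternatives its adjusted p ranged from 0.044 to 0.516. Somitic and caudal mesoderm-like cells were 4.79% ± 0.626 (SD, n = 4) against 1.84% ± 0.510 (SD, n = 2), a log2 fold change of 1.38 (standard error 0.32, adjusted p = 0.0175, 4 of 4 libraries higher), a call lost without Tet-TKO library 3 (0.0543) or WT host library 2 (0.131), the latter the highest over all alternatives, of which the lowest was 3.6e-10. Cluster 16 rose from 0.768% ± 0.335 (SD, n = 2) to 4.08% ± 1.23 (SD, n = 4), with a log2 fold change of 2.41 (standard error 0.46, adjusted p = 0.0071, 4 of 4 libraries higher), and without WT host library 2 its adjusted p was 0.0792, in a range of 1.87e-13 to 0.0833. Cluster 7 rose from 1.32% ± 0.202 (SD, n = 2) to 4.82% ± 2.34 (SD, n = 4), with a log2 fold change of 1.85 (standard error 0.52, adjusted p = 0.0309, 4 of 4 libraries higher), a call lost without Tet-TKO library 3 (0.0604), Tet-TKO library 4 (0.0621), WT host library 1 (0.194) or WT host library 2 (0.137), within a range of 0.00014 to 0.194. For somitic and caudal mesoderm-like cells, cluster 16 and cluster 7 the call was also lost in the summed libraries, where the log2 fold changes were 1.40 (adjusted p = 0.0925), 2.41 (0.0833) and 1.87 (0.113). Shares of one total are not independent, and a loss of erythroid-like cells raises the share of every other class. TMM normalisation lost the calls of somitic and caudal mesoderm-like cells (0.97, adjusted p = 0.0527) and cluster 7 (1.40, 0.0798). With erythroid-like cells left out of the total the call of cluster 7 was lost (1.52, adjusted p = 0.073). Cluster 16 kept its call in both fits. Without correction between libraries somitic and caudal mesoderm-like cells fell short (1.48, adjusted p = 0.0798). 

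**Figure D1:**
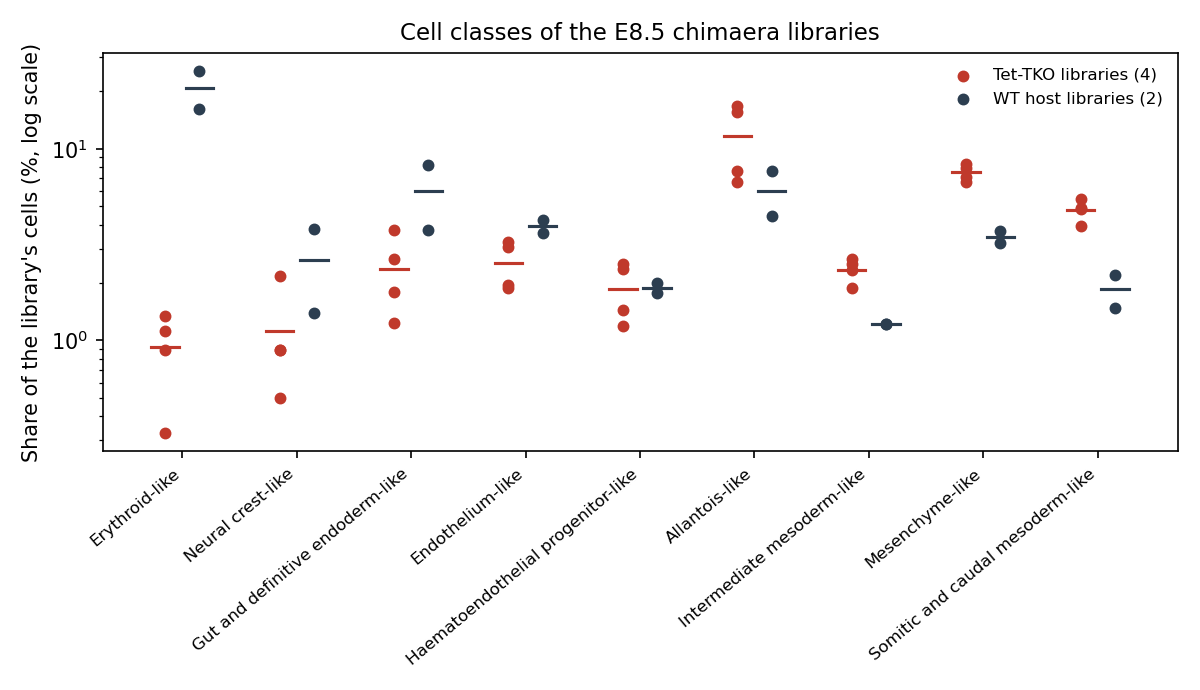
Share of 9 cell classes among the kept cells of each E8.5 library, in percent on a logarithmic axis, for the 4 Tet-TKO and the 2 WT host libraries. Each point is a library and the horizontal lines are the means. The erythroid-like points of the Tet-TKO libraries lie between 0.327% and 1.35%, below the WT host points at 16.0% and 25.4%, whereas the neural crest-like points of the genotypes overlap.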

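The haemato-endothelial classes at E8.5 were followed by their cell numbers. Haematoendothelial progenitor-like cells numbered 448 in the Tet-TKO and 325 in the WT host libraries, 1.86% ± 0.650 (SD, n = 4) against 1.88% ± 0.161 (SD, n = 2), with a log2 fold change of 0.01 (standard error 0.42, adjusted p = 0.978 from edgeR), 2 Tet-TKO libraries above both WT host libraries and 2 below both. Its sign changed under several alternatives, between -0.41 and 0.57, among them those without Tet-TKO library 1 (-0.11), Tet-TKO library 2 (-0.16) and WT host library 2 (-0.0732). Cluster 4 had 650 Tet-TKO and 446 WT host cells, 2.81% ± 0.895 (SD, n = 4) against 2.59% ± 0.427 (SD, n = 2). Its log2 fold change was 0.13 (standard error 0.38, adjusted p = 0.827), with 2 libraries above and 2 below both WT host libraries. The sign also changed, for example to -0.0549 without Tet-TKO library 1, to -0.027 without WT host library 2 and to -0.29 with TMM normalisation. With libraries 1 and 2 paired by number the log2 fold change was 0.46 and past the threshold (adjusted p = 0.0125). Endothelium-like cells had 590 Tet-TKO and 679 WT host cells, 2.54% ± 0.721 (SD, n = 4) against 3.94% ± 0.406 (SD, n = 2), a log2 fold change of -0.62 with a standard error of 0.34 (adjusted p = 0.180, 4 of 4 Tet-TKO libraries lower). Erythroid-like cells numbered 170 in the Tet-TKO libraries, with 23, 107, 31 and 9 cells in libraries 1 to 4, and 3622 in the WT host libraries. The 170 cells had 30.1 tdTomato CPM, against 111 CPM in the other cells of these libraries, and 27.4 Xist CPM, against 269 CPM in the erythroid-like cells of the WT host libraries. By library their tdTomato level was 47.6, 30.4, 25.6 and 22.3 CPM and their Xist level 0, 15.2, 36.0 and 89.3 CPM.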

The depletion of Erythroid cells in the *Tet*-TKO embryos is clearly observed when mapping cells to the haemato-endothelial trajectory reconstructed from the reference atlas [25].

Next, we staged the embryos using the same strategy as for the Dnmt KOs. As expected from the differences in cell type proportions, we infer that E8.5 *Tet*-TKO embryos display a slight delay and match E8.25 reference embryos with a higher probability (Additional file 1: Fig. S9). Nevertheless, this is not sufficient to explain the depletion of erythroid cells, which are already present in significant proportions by E8.0 in WT conditions [25].

Finally, we performed cell type-specific DE. 

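For the E8.5 libraries, UMI counts were summed over the cells of each class in each library, since cells of one library are not replicates. Sums of at least 10 cells were tested with edgeR's quasi-likelihood test after filterByExpr and TMM normalisation, in the 26 classes with at least 2 libraries of each genotype. A gene was called at an adjusted p of 0.01 and an absolute log2 fold change of 1, the thresholds of the methods. Between 5700 and 13007 genes were tested per class, and 1579 calls were made on 562 different genes, of which 366 were called in a single class. The number of calls moved most without a filter on low counts, to 6874. Without WT host library 1 it was 521, and without WT host library 2 it was 442. DESeq2 made 2722 calls in the same classes. Summing Tet-TKO libraries 1 and 2 and libraries 3 and 4, an alternative chosen after seeing the data, gave 985 calls in 25 classes. On counts simulated for the erythroid-like class, 200 of 8118 genes were changed by 2 on the log2 scale. There edgeR recovered 100% of the changed genes, and 3.38% of its calls were false. The changed genes were drawn from those above the median level, so the recovery of weakly expressed genes or of smaller changes was not tried.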

As in our previous approach, we restricted the analysis to genes that are cell type markers in the reference data set [25]. 

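The atlas marker lists were not used here. In their place, a gene marked a class when its mean log2 CPM, with a pseudocount of 1 CPM, was at least 1 higher there than in 75% of the other classes, which 5504 genes did in at least 1 class. When the E8.5 test was restricted to these genes there were 1514 calls, 1138 lower and 376 higher in Tet-TKO cells, or 75.2% lower, and lower calls outnumbered higher ones in 25 of 26 classes.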

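Over all genes tested at E8.5, 960 calls were lower and 619 higher in Tet-TKO than in WT host cells, which makes 60.8% lower, and lower calls outnumbered higher ones in 21 of 26 classes and the reverse held in 4. Without WT host library 2 there were 243 lower and 199 higher calls, with more lower calls in 11 classes and more higher calls in 13. Without WT host library 1 there were 302 lower and 219 higher calls, and lower calls prevailed in 18 classes. With Tet-TKO library 3 left out they prevailed in 14 classes against 11. Of the calls made with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed, which was tried after seeing the data, 579 were lower and 406 higher, and lower calls prevailed in 15 classes against 10. Without a filter on low counts 3736 calls were lower and 3138 higher, and each direction prevailed in 13 classes. A group of 35 genes was called in at least 13 of the classes, 16 of them lower and 19 higher, and took 649 of the calls. Without these genes, an alternative chosen after seeing the data, 661 calls were lower and 269 higher, or 71.1% lower. Other alternatives chosen in this way reduced the share of lower calls. Without tdTomato, Xist, Y-linked and haemoglobin genes it was 57.8%, and lower calls prevailed in 17 classes against 8. With ambient counts, those of free RNA, subtracted for haemoglobin genes, Klf1, Gata1, Gata2, Hemgn and Alas2 alone, it was 57.8%. Lower calls then prevailed in 15 classes against 8. Free RNA of other genes was not subtracted, so its part in the lower calls was not tested. Haemoglobin genes had 113 calls in 25 classes, of which 112 were lower. Pseudogenes had 253 calls, of which 247 were higher, and their reads can be shared with the genes they derive from.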

Across most cell types, the majority of DE genes were found to be downregulated in the *Tet*-TKO (Fig. 3d), as might be expected from cells with the inability to demethylate gene regulatory elements [36]. Consistent with previous studies on *Tet*-TKO mutants, we observe diminished expression of *Lefty2* in the nascent Mesoderm (Additional file 1: Fig. S10), which results in a gain-of-function of Nodal signalling [21]. This however does not lead to major defects in early mesodermal lineages. Instead, we find that late mesodermal cell types display the highest number of DE genes, including cardiomyocytes, endothelium and erythroid cells (Fig. 3d). 

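Lefty2 (ENSMUSG00000066652) lies on chromosome 1 of mm10 from 180893108 to 180899103. Nascent mesoderm-like cells were found at E7.5, where they were 678 of the Tet-TKO cells, 12.3% (95% exact binomial interval 11.4 to 13.2%), and 138 of the WT host cells, 1.93% (1.63 to 2.28%). In these cells Lefty2 had 604 UMIs in the Tet-TKO library, 36.6 CPM (95% exact Poisson interval 33.8 to 39.7), and 680 UMIs in the WT host library, 323 CPM (300 to 349). The log2 ratio was -3.14 (95% interval -3.303 to -2.98). All intervals cover counting error only, and with 1 library per genotype there is no replicate check and no test. The ratio moved most when the genes tested by name entered the clustering, to -2.37, and was -3.61 without correction between libraries. Lefty2 was among the leading genes of a cluster in this class, together with Tdgf1, Mesp1 and Lhx1, although it had been left out of the clustering. At E7.5 naming left out 20.8% of Tet-TKO and 3.64% of WT host cells for their few UMIs, 7.98% and 23.4% for markers of another class, and 11.1% and 1.11% for want of a clear first class.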

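Of the 26 E8.5 classes tested, erythroid-like cells had the most calls, 153, followed by cardiomyocyte-like cells with 117, endothelium-like cells with 110, cluster 39 with 103 and mesenchyme-like cells with 98. Cluster 39 was led by the endodermal genes Nepn, Gpx2, Cpn1 and Cldn7. In erythroid-like cells 60 genes were lower and 93 higher, in cardiomyocyte-like cells 90 and 27, and in endothelium-like cells 79 and 31. Without WT host library 1 or 2 there were 21 or 22 calls in cardiomyocyte-like cells, 46 or 21 in endothelium-like cells and 5 or 3 in mesenchyme-like cells, and without Tet-TKO library 3 there were 33 in mesenchyme-like cells. In erythroid-like cells leaving out Tet-TKO library 1, Tet-TKO library 2 or WT host library 2 gave 34, 29 or 30 lower and 59, 50 or 38 higher genes, and without WT host library 1 there were 47 higher genes. When Tet-TKO libraries 1 and 2 and libraries 3 and 4 were summed, an alternative chosen after seeing the data, 6 genes were lower and 38 higher in erythroid-like cells, and there were 85, 89 and 91 calls in cardiomyocyte-like, endothelium-like and mesenchyme-like cells. With 30 cells drawn per class and library, erythroid-like cells had 63 calls and ranked first, cardiomyocyte-like cells had 32 and ranked 6 and endothelium-like cells had 26 and ranked 9. With marking genes alone, mesenchyme-like cells ranked first with 172 calls, erythroid-like cells had 165, cardiomyocyte-like cells 133, cluster 39 had 118 and endothelium-like cells 113.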

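The 3 largest changes shown by every Tet-TKO library were taken in each of these classes by a rule set beforehand, which leaves out marker and leading genes, Xist and Y-linked genes. tdTomato, by which the cells were sorted, was also left out, although the rule does not name it for omission. It would rank first in erythroid-like cells, with 34.5 ± 11.6 CPM (SD, n = 3) against 0.0917 ± 0.130 (SD, n = 2) and a log2 fold change of 7.88, and in cardiomyocyte-like cells, with 9.06, and not among the 3 in endothelium-like cells, with 6.18. Without it, in erythroid-like cells they were the processed pseudogenes Rps3a3 (chromosome 13, 108670603 to 108671397) with a log2 fold change of 7.21 (standard error 0.22), Gm9855 (chromosome 10, 42054113 to 42055306) with 7.07 (standard error 0.81) and Rps15a-ps8 (chromosome 4, 53791070 to 53791456) with 6.98 (standard error 0.17), all of which can share reads with their parent genes. Gm9855 rests on 26 Tet-TKO and 2 WT host UMIs, a log2 ratio of 7.62 with a 95% counting interval of 5.62 to 10.74, and its call was lost without WT host library 1 (adjusted p = 0.0974) or 2 (0.0584), within a range of 3.5e-19 to 0.0974 over its alternatives and with 3 of 3 Tet-TKO libraries higher. In endothelium-like cells they were Hba-x, Hba-a1 and Hba-a2, with log2 fold changes of -7.12, -6.72 and -6.60, and in cardiomyocyte-like cells Hba-a2, Hbb-y and Hba-x, with -8.40, -8.28 and -7.90, all lower in 4 of 4 Tet-TKO libraries. Hba-a1 was not called with 30 cells drawn per sum (-3.71, adjusted p = 0.0122, the highest in a range from 2.16e-181). Hba-x had 1816 CPM in the cardiomyocyte-like cells of the WT host libraries, 4.79 and 3.34 times its level in brain and spinal cord-like cells of the same libraries, and these ratios fell to 1.24 and 0.989 once cells with the highest doublet scores were removed.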

Of the DE genes upregulated in *Tet*-TKO, we find a number of fibroblast growth factor (FGF) genes, including *Fgf8* in nascent mesoderm cells and *Fgf3* in erythroid cells (Additional file 1: Fig. S10). 

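Fgf8 (ENSMUSG00000025219) lies on chromosome 19 of mm10 from 45736798 to 45742915 and Fgf3 (ENSMUSG00000031074) on chromosome 7 from 144838083 to 144844436. In the E7.5 nascent mesoderm-like cells Fgf8 had 2573 UMIs in the Tet-TKO library, 156 CPM (95% exact Poisson interval 150 to 162), and 204 UMIs in the WT host library, 97.0 CPM (84.2 to 111), a log2 ratio of 0.69 (0.48 to 0.90) without a replicate check. It was 0.38 without correction between libraries and 0.97 with all variable genes in the clustering. Fgf3 in the same cells had 128 CPM in Tet-TKO and 151 CPM in WT host cells, a log2 ratio of -0.24 (-0.41 to -0.07). In E8.5 erythroid-like cells Fgf3 had 129 ± 47.1 CPM (SD, n = 3 Tet-TKO libraries with at least 10 such cells) against 14.7 ± 10.5 CPM (SD, n = 2 WT host libraries), a log2 fold change of 2.93 (standard error 0.44, adjusted p = 0.00399 from edgeR, higher in 3 of 3 libraries). Of its alternatives the omission of WT host library 1 moved it most, to 3.87. The call was lost without Tet-TKO library 1 (adjusted p = 0.0263) or 2 (0.0391) and, in an alternative chosen after seeing the data, with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed (2.71, adjusted p = 0.0680, the highest in a range from 4.7e-120 over all alternatives). In cluster 4 Fgf3 had 290 ± 80.7 CPM (SD, n = 4) against 118 ± 42.1 CPM (SD, n = 2), a log2 fold change of 1.30 with a standard error of 0.29 that did not pass the threshold (adjusted p = 0.0548, 4 of 4 libraries higher), although some alternatives called it, among them DESeq2 and a fit without a filter on low counts, with an adjusted p between 9.61e-12 and 0.682 over all alternatives. Fgf8 in erythroid-like cells had a log2 fold change of 0.15 with a standard error of 0.66 (adjusted p = 0.930, higher than both WT host libraries in 1 of 3 Tet-TKO libraries).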

FGF signalling is known to inhibit primitive blood formation in frog [37, 38] and chicken [39] embryos so its upregulation in *Tet*-TKO fits with the phenotype we observe. 

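In the E8.5 erythroid-like cells, 5 of 6 blood genes had enough counts to be tested, and all 5 were lower in each of the 3 Tet-TKO libraries than in both WT host libraries. Hba-x (ENSMUSG00000055609, chromosome 11 of mm10, 32276400 to 32278116), an embryonic alpha-like globin gene, had 25723 ± 6286 CPM (SD, n = 3) in Tet-TKO and 60791 ± 16979 CPM (SD, n = 2) in WT host cells, a log2 fold change of -1.42 (standard error 0.21, adjusted p = 0.00365 from edgeR). Klf1 (ENSMUSG00000054191, chromosome 8, 84901928 to 84905291) had 85.4 ± 15.3 against 160 ± 5.53 CPM, a log2 fold change of -1.12 (standard error 0.15, adjusted p = 0.0019). Hemgn (ENSMUSG00000028332, chromosome 4, 46393989 to 46413506) had 21.9 ± 7.27 against 96.4 ± 38.3 CPM, a log2 fold change of -2.20 (standard error 0.31, adjusted p = 0.00268). Alas2 (ENSMUSG00000025270, chromosome X, 150547375 to 150570638) had 93.1 ± 13.3 against 249 ± 71.2 CPM, a log2 fold change of -1.57 (standard error 0.20, adjusted p = 0.00174). Gata1 (ENSMUSG00000031162, chromosome X, 7959260 to 7978071) had 98.9 ± 9.53 against 125 ± 10.3 CPM, and its log2 fold change of -0.48 (standard error 0.13, adjusted p = 0.0602) passed neither threshold. Gata2 (ENSMUSG00000015053, chromosome 6, 88193891 to 88207032) had 4.08 against 2.87 CPM and was not tested. With the p-values adjusted over the list alone, 4 of the 5 genes passed both thresholds, as they did over all genes tested. The calls rest on few libraries. Without Tet-TKO library 2 the adjusted p was 0.0241 for Hba-x, 0.0119 for Klf1, 0.0278 for Hemgn and 0.0109 for Alas2, without Tet-TKO library 1 it was 0.0162 for Hba-x, 0.0170 for Hemgn and 0.0130 for Alas2, and without WT host library 2 it was 0.0175 for Klf1. With doublets removed Hba-x (-1.24, adjusted p = 0.0149) and Klf1 (-0.99, under the minimum fold change) were not called, without correction between libraries Hba-x (0.0219) and Hemgn (0.0298) were not, and with all variable genes Hemgn (0.0122) was not. A minimum of 30 cells leaves out Tet-TKO library 1. None of the genes was called with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed, an alternative chosen after seeing the data, with log2 fold changes of -1.32 for Hba-x (adjusted p = 0.0386), -1.12 for Klf1 (0.0151), -2.15 for Hemgn (0.0320) and -1.46 for Alas2 (0.0320). Over all alternatives the adjusted p ranged from 3.25e-195 to 0.0386 for Hba-x, from 5.3e-24 to 0.0175 for Klf1, from 7.33e-45 to 0.0320 for Hemgn and from 2.52e-54 to 0.0320 for Alas2, and all these log2 fold changes stayed below 0.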

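Haemoglobin transcripts were also counted in cells that should lack them. Hba-x had a mean of 483 CPM in the brain and spinal cord-like cells of the 2 WT host libraries and 8.36 CPM in those of the 4 Tet-TKO libraries. Haematoendothelial progenitor-like cells had 451 and 19.2 CPM, which in the WT host libraries is 0.985 and 0.914 times the level of brain and spinal cord-like cells. Although Tet-TKO library 2 stood at 4.02 times its own level in those cells, the difference between genotypes in this class can come from background. Its log2 fold change was -4.26 (standard error 0.76, adjusted p = 0.0180, lower in 4 of 4 libraries), and without Tet-TKO library 2, which had 63.5 CPM, it was -6.81 with an adjusted p of 1.7e-06, in a range of 1.41e-116 to 0.215 over alternatives of which several called it. Endothelium-like cells had 1736 and 9.79 CPM, which is 3.14 and 3.78 times the level of brain and spinal cord-like cells in WT host libraries 1 and 2, and with the highest doublet scores removed 1.04 and 2.52 times. Cluster 4 had 8079 CPM in WT host and 4336 CPM in Tet-TKO cells. 

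**Figure D2:**
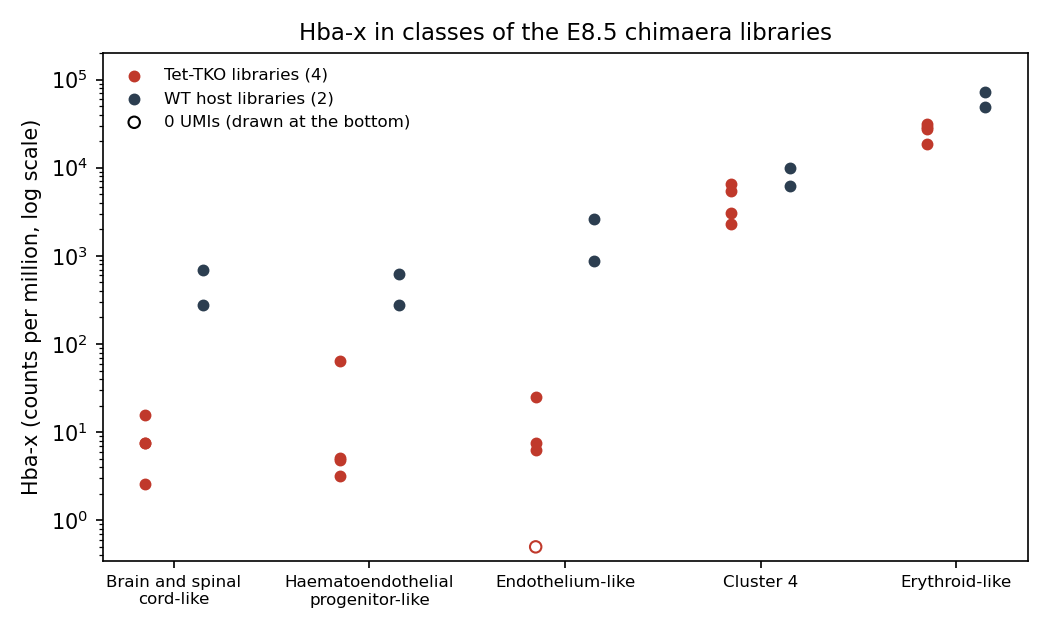
Hba-x level in CPM on a logarithmic axis, in the summed cells of 5 E8.5 classes of each Tet-TKO and WT host library. Each point is a library, and an open circle marks a sum without an Hba-x UMI, which is Tet-TKO library 4 in endothelium-like cells. In the WT host libraries the haematoendothelial progenitor-like cells sit at the level of the brain and spinal cord-like cells, and the erythroid-like cells lie highest in both genotypes.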

Notably, most of the genes that are DE in Blood progenitors and Erythroid cells have a known role in blood differentiation, such as *Hba-x*, *Klf1*, *Gata1*, *Gata2*, *Hemgn* and *Alas2* (Fig. 3e, f, Additional file 1: Fig. S10). This suggests that TET enzymes are required for the up-regulation of the gene expression program that initiates blood differentiation, presumably via demethylation of these genes’ regulatory regions.

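In cluster 4, which stands in for the blood progenitors, the 6 blood genes were all lower in E8.5 Tet-TKO cells, and edgeR called 0 of them over all genes tested and 1, Klf1, adjusted over the list alone. By unadjusted p, 4 of the 6 lay under 0.05, namely Klf1, Gata1, Alas2 and Hba-x, and DESeq2 called Klf1. Klf1 had 34.1 ± 8.43 CPM (SD, n = 4) in Tet-TKO and 78.6 ± 3.79 CPM (SD, n = 2) in WT host cells, a log2 fold change of -1.18 (standard error 0.21, adjusted p = 0.0206 from edgeR, lower in 4 of 4 libraries). It was called without Tet-TKO library 2 (-1.37, adjusted p = 0.00796), and over all alternatives its adjusted p ranged from 5.07e-09 to 0.202. The log2 fold change was -0.58 for Gata1 (adjusted p = 0.0300, 4 of 4 libraries lower), -0.93 for Alas2 (0.153, 4 of 4), -0.90 for Hba-x (0.342, 3 of 4), -0.53 for Hemgn (0.678, 1 of 4) and -0.19 for Gata2 (0.880, 3 of 4). Hemgn changed sign without WT host library 2, to 0.32, and Gata2 without Tet-TKO library 2, to 0.02. The 3 largest changes in cluster 4 besides tdTomato, which with 5.29 would take the place of the third, were the lincRNA Gm42047 on chromosome 8, Mrap (chromosome 16, 90738207 to 90749785) and Spi1 (chromosome 2, 91082390 to 91115756), with log2 fold changes of -7.28, -6.89 and -4.46 and all 4 Tet-TKO libraries lower. Gm42047 had 1 UMI in Tet-TKO and 120 in WT host cells, a log2 ratio of -7.86 with a 95% counting interval of -13.17 to -5.35. The call of Spi1 was lost without WT host library 1 (adjusted p = 0.0248) or 2 (0.0252) or with 30 cells drawn per sum (0.0181), in a range of 4.13e-24 to 0.0252. From the known role in blood differentiation of most genes that are DE in its blood progenitors and erythroid cells (Fig. 3e, f), the paper proposes that TET enzymes are needed to switch on the blood programme, presumably by demethylating the regulatory regions of these genes.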

### Impaired primitive erythropoiesis in *Tet*-TKO cells is linked to TET-dependent DNA demethylation of lineage-specific cis-regulatory elements

We next sought to explore how impaired demethylation might be driving the failure to form primitive blood cells in *Tet*-TKO embryos. To our knowledge, DNA methylation has never been profiled during primitive erythropoiesis. However, previous studies have reported a global loss of DNA methylation during definitive erythropoiesis [40]. The decreased expression of DNMTs along this trajectory and the requirement for DNA replication [40] suggested that this phenomenon is driven by passive DNA demethylation. However, given the phenotype we observe in *Tet*-TKO embryos, we hypothesised the involvement of the TET-dependent DNA demethylation pathway.

To explore this, we isolated specific cell populations from the haemato-endothelial trajectory in E7.5 and E8.5 WT and *Tet*-TKO backgrounds and performed single-cell multi-omics profiling of RNA expression, DNA methylation and chromatin accessibility from the same cell using scNMT-seq [24] (Fig. 4a). We sequenced 768 cells using scNMT-seq together with an additional 1056 cells using only scRNA-seq. The increased sample size of scRNA-seq data was used to aid cell type annotation. In total, 1634, 724 and 616 cells passed quality control thresholds for RNA expression, DNA methylation and chromatin accessibility, respectively (Additional file 1: Fig. S11). Cell type labels were again assigned by mapping to the reference atlas using the RNA modality (Additional file 1: Fig. S12). Reassuringly, cell types recovered matched the expectation based on the markers used (Fig. 4a, Additional file 1: Fig. S12). In spite of the vastly decreased numbers of erythroid cells in the *Tet*-TKO background, the sorting strategy allowed us to recover the entire blood trajectory in the knockout (Fig. 4a, Additional file 1: Fig. S12).

**Fig. 4:**
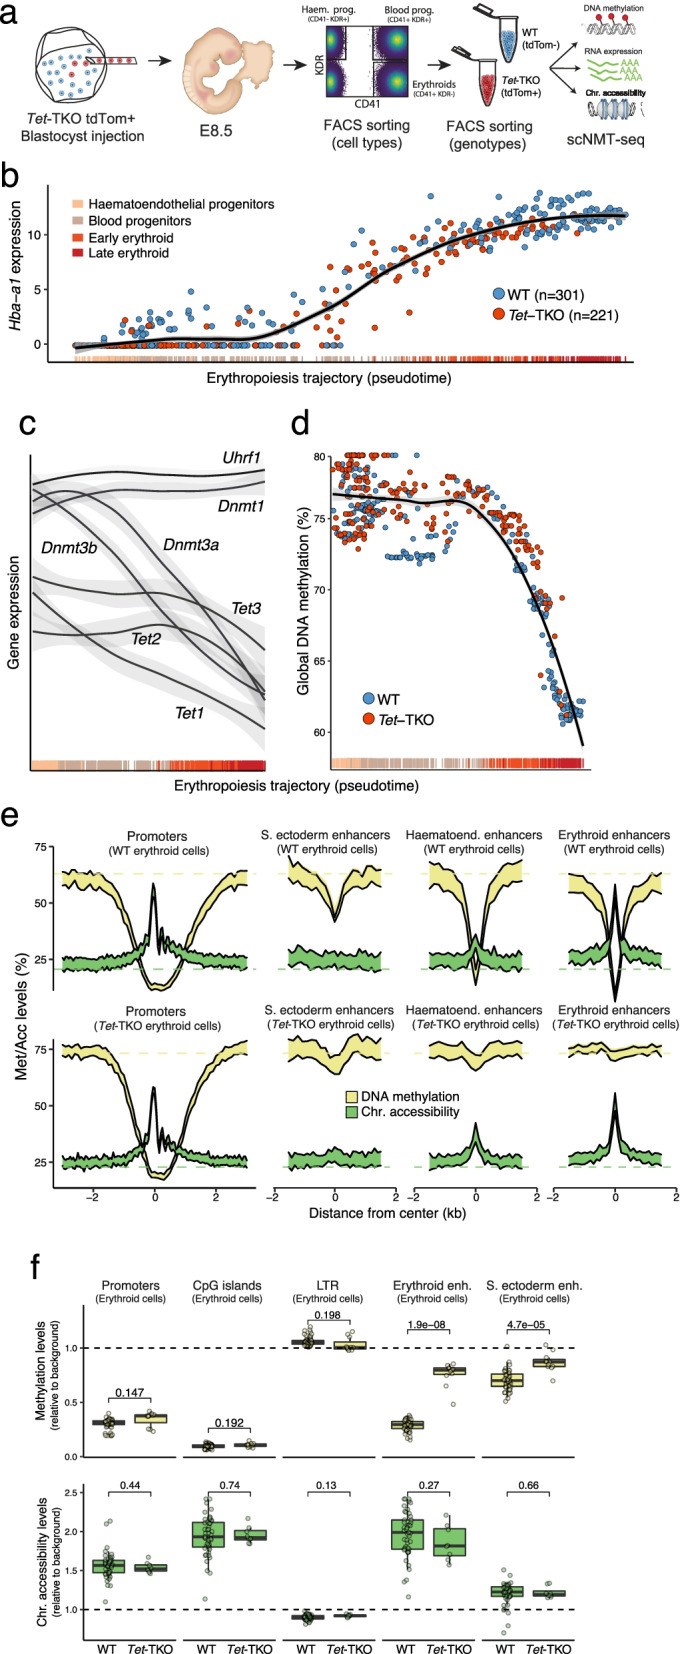
scNMT-seq of *Tet*-TKO cells reveals impaired DNA demethylation of erythroid enhancers during primitive erythro- poiesis. **a** Schematic summarising the scNMT-seq chimaera assay. Fluorescently labelled Tet-TKO ESCs are injected into wild type blastocysts, transferred into pseudopregnant hosts then collected at E8.5. FACS is used to isolate specific populations (CD41+, erythroid; KDR+, Haematoendothelial progenitors; CD41+ KDR+, blood progenitors and CD41−, KDR−) of both labelled KO cells (red) and non-labelled WT host cells (blue) which are processed and sequenced using scNMT-seq. **b** Scatter plot displaying expression levels of the haemoglobin alpha adult chain 1 gene (*Hba-a1*) in cells ordered along a reconstructed primitive erythropoiesis trajectory. Cells are coloured by genotype, WT (*N*=301, top) and *Tet*-TKO (*N*=221, bottom). The line displays the LOESS curve. **c** As **b** for *Dnmt* and *Tet* genes, and *Uhrf1*. To avoid cluttering the LOESS curves are shown without the corresponding data points. **d** Scatterplot displaying global CpG methylation in cells ordered along the same pseudotime trajectory as **b** and coloured by genotype. The line displays the LOESS curve. **e** DNA methylation (yellow) and chromatin accessibility (green) profiles quantified over multiple genomic contexts in WT (*N*=67,top) and *Tet*-TKO (*N*=57, bottom) erythroid cells. Each column corresponds to a different genomic context: promoters (*N*=18,329), surface ectoderm enhancers (*N*=2138), haematoendothelial progenitors enhancers (*N*=3616), and erythroid enhancers (*N*=4319). Shown is the mean +/− 1 standard deviation in running averages of 50bp windows around the centre of the genomic annotation (2kb upstream and downstream). **f** Boxplots showing the distribution of DNA methylation (top) and chromatin accessibility (bottom) in erythroid cells in WT (*N*=67, blue) and *Tet*-TKO (*N*=57, red) at different genomic annotations

Similar to definitive erythropoiesis [40], we find that the primitive erythropoiesis trajectory (Fig. 4b) is associated with a global loss of DNA methylation (Fig. 4d) and a concomitant decrease in expression of all DNA (de)methylation enzymes, except for *Dnmt1* and *Uhrf1* (Fig. 4b, c). Notably, the global loss of DNA methylation is also observed in the *Tet*-TKO cells, indicating that DNA methylation is largely lost by passive dilution during replication, possibly by downregulating protein levels of DNMT1 or UHRF1 [13] or via exclusion from the nucleus [41].

Next, we quantified DNA methylation and chromatin accessibility levels over a catalogue of distal lineage-specific regulatory elements derived from our recent multi-modal atlas of mouse early organogenesis [42], together with promoters, CpG islands and intergenic repeat elements. As expected, we find that regulatory regions associated with the blood trajectory become hypomethylated and accessible in wild type erythroid cells whereas regulatory regions associated with other lineages remain highly methylated and low in accessibility (Fig. 4e, f, Additional file 1: Fig. S13). In striking contrast, *Tet*-TKO cells remain hypermethylated at these genomic elements demonstrating that this demethylation process is TET-dependent. Interestingly, the chromatin accessibility of blood-specific regulatory regions is unchanged in the knockout cells, indicating that the two epigenetic layers are not necessarily coupled (Fig. 4e, f, Additional file 1: Fig. S13). Furthermore, TET-dependent demethylation is specific to distal regulatory regions with negligible effects at gene promoters, which retain low levels of methylation in both wild type and *Tet*-TKO cells (Fig. 4e, f, Additional file 1: Fig. S13). Notably, the same observations hold for other cell types profiled including Pharyngeal mesoderm, Surface ectoderm and ExE mesoderm (Additional file 1: Fig. S13), suggesting that TET-dependent demethylation of distal regulatory sites is a generic feature of cell fate decisions during early organogenesis. In some instances, we also observe a small reduction in the accessibility of lineage-specific sites in *Tet*-TKO cells, but these do not reach levels of regulatory regions of other lineages indicating that TET-dependent demethylation is not required for opening of enhancers. Individual representative examples of regulatory regions linked to erythropoietic genes that are differentially methylated between WT and *Tet*-TKO cells are shown in Additional file 1: Fig. S14.

All together, our results are in agreement with cell culture experiments that show an impaired differentiation potential of ESCs into embryoid bodies [43] and a failure to demethylate enhancers [36]. Additionally, work in zebrafish has also demonstrated TET-dependent de-methylation of enhancers during the pharyngula stage of development (corresponding to E9.5 in mouse) [44]. More generally, our data indicate that cell fate decisions of early organogenesis are underpinned by epigenomic changes in regulatory elements that occur in a two-step process. In a first step, chromatin is remodelled to allow accessibility to the DNA, which is followed by TET-dependent removal of DNA methylation. Following our results, we hypothesise that the first step is sufficient to initiate erythropoiesis, but the second step is required to establish erythroid identity.

## Discussion

We generated a transcriptomic atlas at single-cell resolution for Dnmt and Tet mutant mouse embryos and have made the data publicly available via an interactive platform. By mapping the gene expression profiles onto a wild-type reference we have been able to robustly assign cell type labels and perform a comprehensive transcriptome-wide assessment of differentiation defects. The large number of embryos per genotype and the large number of cells profiled enabled us to quantify variations in cell type proportions as well as cell type-specific gene expression differences.

We find that DNA methyltransferases are dispensable for the formation of all major cell types up to E8.5. However, *Dnmt1*^*-/-*^ embryos are developmentally delayed and fail to correctly repress primed pluripotency markers indicating that DNA methylation is required for the suppression of previous fates. We also observe an over-expression of extra-embryonic genes consistent with chimaera experiments in which *Dnmt* mutant cells transdifferentiate to the trophoblast lineage [27–29]. This fits with the lower CpG methylation levels of the extra-embryonic tissues [45], indicating that high methylation in the epiblast is used to suppress the trophoblast fate.

*Tet*-TKO embryos displayed pronounced lineage biases, in particular a disruption of primitive erythropoiesis. This is consistent with recent work that found that loss of all three Tet enzymes immediately after gastrulation display severe defects in the specification of haematopoietic stem and progenitor cells [46]. Using single-cell multi-omics technologies, we find that primitive erythrocytes are associated with global methylation loss, independent of TET enzymes, likely mirroring the demethylation that occurs later in development during definitive erythropoiesis [40]. Beyond this passive process, we now reveal coordinated demethylation of distal regulatory elements associated within the blood lineage that is TET-dependent and which provides a molecular explanation for the *Tet*-TKO phenotype. We further show that TET-dependent demethylation of distal regulatory elements is a common feature of differentiation during early organogenesis.

## Conclusions

In summary, these data provide novel insights into the role of DNA methylation during mouse development and a resource for the epigenetics and developmental biology communities.

## Methods

### Mouse models

All mice used in this study were bred and maintained in the Babraham Institute Biological Support Unit. Animal experimentation was approved by the Babraham Institute Animal Welfare and Ethical Review Body and complied with existing European Union and the UK Home Office legislation and local standards.

Mice heterozygous for mutations in *Dnmt1* [11] were crossed by natural matings and *Dnmt1*^-/-^ and *Dnmt1*^+/+^ embryos collected. Similarly, mice heterozygous for *Dnmt3a* [47] and *Dnmt3b* [48] were crossed to produce *Dnmt3a*^*-*/-^ and *Dnmt3b*^-/-^ with matching wildtypes.

#### Generation of H2B-tdTomato-labelled *Tet*-TKO ESCs

*Tet*-TKO ESCs [34] were maintained in 2i LiF culture conditions as previously described [49]. The cell line was transfected with a CAG-driven H2B-tdTomato-IRES-Puromycin plasmid for continuous labelling with histone H2B-tdTomato using Lipofectamine 2000 transfection reagent (Thermo Fisher Scientific, 11668019), following the manufacturer’s protocol and selected with puromycin (2 μg/ml).

#### Generation of *Tet*-TKO chimaeras

E3.5 embryos were collected from natural mating of wild-type C57BL/6J mice (Babraham Institute; Biological Support Unit (BSU)). Twelve H2B-tdTomato labelled *Tet*-TKO ESCs [34] were injected into the blastocoel and cultured for 2 h in KSOM media [50] at 37°C, 5% CO2. The chimaera blastocysts were surgically transferred into the uterus of pseudo-pregnant CD1 recipients and chimeric embryos were collected and characterised at E7.5 and E8.5.

### Single-cell isolation

Knockout mice were genotyped by PCR using tissue from the ecto-placental cone. Single embryos were dissociated into single cells using 200μl of TriplE Express for 10 min at 37°C on a shaking incubator then quenched with 1ml of ice-cold 10% FCS in PBS. Cells were filtered using a 40-μM Flowmi cell strainer, span down at 300g for 5 min then resuspended in 50μl of PBS containing 0.04% BSA. Cells were counted and viability was assessed using trypan blue staining on a Countess II instrument (Invitrogen). >95% of cells were negative for trypan blue indicating high sample quality. For chimaera experiments, embryos were pooled and dissociated as above then flow-sorted using the BD Influx High-Speed Cell Sorter (BD Biosciences) or a BD FACSAriaTM system (BD Biosciences) in a biosafety cabinet, collecting DAPI negative singlets into two 1.5-ml tubes, one for tomato positive (knockout cells) and one for tomato negative (host cells). Cells were spun down at 300g for 5 min and resuspended in 50 μl of PBS containing 0.04% BSA then counted as above.

### Single-cell RNA sequencing

scRNA-seq was performed using 10x Genomics 3′ v3 following the manufacturer’s instructions and loading 16,000 cells. Sequencing was performed using an Illumina Novaseq using the

recommended read lengths.

### scNMT-seq

Cells were stained with PE/Cyanine7 anti-mouse CD309 (KDR, Biolegend, cat 136414), CD41-BV421 and DAPI then flow-sorted into 96w plates. Only DAPI negative singlets were collected. Plates were immediately incubated with GpC methylase at 37C for 15 min to label accessible chromatin then frozen down at −80°C after adding 5μl of RLT plus buffer (Qiagen). Note that a subset of cells (128 out of 768) did not receive GpC methylase treatment in order to produce higher coverage methylation data (i.e. using scM&T-seq [51]). Plates were processed using the published protocol for scNMT-seq [52]. RNA-seq libraries were sequenced using a Nextseq 500 instrument using 75bp single-end read lengths. BS-seq libraries were sequenced using a Novaseq 6000 instrument using 150bp paired-end reads.

### CRISPR KOs

CRISPR KO data was downloaded from GSE137337 and processed together with the KO mouse lines as outlined below.

### scRNA-seq data processing

10x Genomics data pre-processing: raw files were processed with Cell Ranger 5.0.0 using default mapping arguments. Reads were mapped to the mm10 genome and counted with GRCm38.92 annotation, including tdTomato sequence for chimaera cells. Low-quality cells were filtered based on the distribution of QC metrics. For the Dnmt^-/-^ and the Tet-TKO scRNA-seq data sets, cells were required to have at least 1500 UMIs, a maximum percentage of reads mapping to mitochondrial genes of 30% and a maximum percentage of reads mapping to ribosomal genes of 35%. The RNA expression of the Tet-TKO scNMT-seq cells was sequenced using Smart-seq2 [53], which yields higher coverage than 10x Genomics 3′. Thus, cells were required to have at least 4000 reads, a maximum percentage of reads mapping to mitochondrial genes of 10% and a maximum percentage of reads mapping to ribosomal genes of 20%. Finally, cells were normalised using the *scran* R package [54]. Raw counts for each cell were divided by their size factors, and the resulting normalised counts were used for further processing.

### scNMT-seq data processing

scNMT-seq data was processed as previously [3]. Briefly, HiSat2 v.2.1.0 [55] was used to align RNA-seq reads to the GRCm38 mouse genome then a count matrix generated using featureCounts [56] with the Ensembl gene annotation37 (v.87). Bismark v0.23.1 [57] was used to align DNA reads to the bisulfite converted GRCm38 mouse genome then perform methylation calling and CpG - GpC splitting. Following our previous approach [3, 24], binary methylation rates were estimated for each individual CpG or GpC site in each cell. Low-quality cells were excluded based on (1) coverage (at least 5000 CpGs for methylation data and 10,000 GpCs for accessibility data) and (2) global methylation values (at least 50% for endogenous CpG methylation and between 10 and 40% for GpC accessibility). When aggregating over genomic features (i.e. promoters, enhancers), CpG methylation and GpC accessibility rates were computed assuming a binomial model, with the number of trials being the number of observations and the number of successes being the number of methylated sites. Notably, this implies that DNA methylation and chromatin accessibility are quantified as a rate (or a percentage).

### Mapping to the reference atlas and transfer of cell type labels

Cell types were assigned by mapping the RNA expression profiles to a single-cell reference atlas from the same stages [25] by matching mutual nearest neighbours [26]. First, count matrices from both data sets were concatenated and normalised together. Highly variable genes were identified and used as input for principal components analysis. Subsequently, batch correction was applied to remove the technical variability between query and atlas cells. Then, a k-nearest neighbours (kNN) graph was computed using all cells together. For each query cell, the cell type was selected as the mode from a Dirichlet distribution given by the cell type distribution of the top 30 nearest neighbours in the atlas (i.e. majority voting).

To visualise the mapping results, we plotted the reference UMAP from [25] and used the joint kNN graph to highlight the atlas cells that are nearest neighbours to the query cells.

### Pseudobulk

To improve the signal-to-noise ratio we derived pseudobulk replicates for each cell type and genotype. Read counts were aggregated for each group and normalised using DESeq2 [58]. Importantly, the pseudobulk representation was used to visualise average gene expression levels, but it was not used to perform statistical testing in differential expression analysis. The Integrative Genomics Viewer [59] was used to visualise pseudobulk data.

### Differential RNA expression

DE analysis was performed using the negative binomial model with quasi-likelihood test implemented in edgeR. Significant hits were called with a 1% FDR (Benjamini–Hochberg procedure) and a minimum log2 fold change of 1.

### Identification of marker genes in the reference atlas

Cell type-specific marker genes were identified based on the reference atlas. First, we performed DE analysis between each pair of cell types using the strategy outlined above. Then, for each cell type, we labelled as marker genes those that are DE in more than 75% of the comparisons.

### Embryo staging

We staged the embryos by performing principal component analysis on the cell type proportions together with the reference embryos. Then, we measured euclidean distances between KO and WT embryos in the PCA space. Finally, we obtained a probabilistic cell type stage assignment by taking the inverse of the distance and performing minmax normalisation.

### Pseudotime analysis

The pseudotime order for the erythropoiesis trajectory was inferred using diffusion maps with the *destiny* R package (v3.8.1) [60].

## Supplementary Information

Additional file 1: Figure S1. General statistics and quality control metrics for Dnmt1^-/-^, Dnmt3a^-/-^, Dnmt3b^-/-^ and WT scRNA-seq libraries. Figure S2. Cell type assignments for Dnmt1^-/-^, Dnmt3a^-/-^, Dnmt3b^-/-^ and WT embryos. Figure S3. Inference of embryonic stage for Dnmt1^-/-^, Dnmt3a^-/-^ and Dnmt3b^-/-^ embryos. Figure S4. Expression changes of imprinted genes in Dnmt1^-/-^, Dnmt3a^-/-^ and Dnmt3b^-/-^ embryos. Figure S5. Expression changes of germline genes in Dnmt1^-/-^, Dnmt3a^-/-^ and Dnmt3b^-/-^ embryos. Figure S6. Expression changes of repetitive elements in Dnmt1^-/-^, Dnmt3a^-/-^ and Dnmt3b^-/-^ embryos. Figure S7. Comparison of differential expression changes with a published bulk RNA-seq study. Figure S8. Overview of the Tet-TKO chimaera assay. Figure S9. Mapping, cell type assignments and embryo staging for Tet-TKO scRNA-seq samples. Figure S10. Differential gene expression analysis between WT and Tet-TKO embryos. Figure S11. Quality control (QC) metrics for scNMT-seq Tet-TKO embryos. Figure S12. Cell type assignments of WT and Tet-TKO scNMT-seq cells. Figure S13. DNA methylation and chromatin accessibility at promoters and lineage-specific enhancers for different cell types in the Tet-TKO scNMT-seq experiment. Figure S14. Examples of individual cis-regulatory regions that are dsyregulated in Tet-TKO cells.

Additional file 2. Review history.

## Data Availability

Code to reproduce the results in this manuscript is available via GitHub repositories for each of the three sets of analysis: DNMT scRNA-seq [61], *Tet*-TKO scRNA-seq [62] and *Tet*-TKO scNMT-seq [63]. Stable versions of all three repositories have been archived on Zenodo under a MIT Licence [64]. Raw sequencing data together with processed files are available in the Gene Expression Omnibus under accession GSE204908 [65]. Links to processed data objects as well as to an interactive R Shiny app are available in the corresponding GitHub repositories.

How the deposited data were processed for this re-analysis (not part of the article)

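Chimeric mouse embryos were made by injecting tdTomato-labelled Tet-TKO ES cells into host blastocysts, and pooled embryos were sorted into Tet-TKO and WT host cells. Single-cell RNA-seq libraries of these cells were analysed, 4 Tet-TKO and 2 WT host libraries at E8.5 and 1 of each genotype at E7.5. Replicates are libraries. Samples of the other experiments of the article were not used here.

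The authors mapped the reads to mm10 with Cell Ranger and deposited raw UMI counts per gene and cell barcode, with no normalization and with the tdTomato sequence among the features. The methods give Cell Ranger 5.0.0 and the header of the counts gives 3.1.0. Every deposited barcode already had at least 500 UMIs. Of the features, 55240 have a position in the GENCODE M21 annotation of mm10, and 230 share a name with another feature. Reads that fit a gene and its near-identical copy can be assigned to either, so counts of pseudogenes and of such genes are uncertain.

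Cells were kept at 1500 or more UMIs, at most 30% mitochondrial and at most 35% ribosomal UMIs, as in the methods. Clustering used scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2 and scikit-learn 1.9.0 in Python 3.11.15, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The 2500 most variable genes, without the genes tested by name, gave 50 principal components, which were corrected between libraries by 20 mutual nearest neighbours. Clusters came from the Leiden algorithm at resolution 2 on a graph of 15 neighbours. A cluster took the name of a class when at least 3 markers of the class were raised by a log2 fold of at least 1 over the other clusters, the mean log2 fold of its markers was at least 1 and led the second class by 0.2, and no other class had more markers among its 10 leading genes of at least 20 UMIs. Doublets were scored with Scrublet and removed, at 0.8% of cells per 1000 barcodes, only as an alternative.

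The number of cells per class and library was tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit, glmQLFTest), over 33 classes of the E8.5 libraries, at an adjusted p of 0.05. Expression was tested on counts summed per class and library, with at least 10 cells per sum and at least 2 libraries of each genotype, by filterByExpr, TMM normalization and the quasi-likelihood test of edgeR in 26 classes. A gene was called at an adjusted p of 0.01 and an absolute log2 fold change of 1. P-values were adjusted by Benjamini and Hochberg. Levels are printed as CPM, the UMIs of a gene scaled to the sum of a class in a library, computed from the deposited counts. At E7.5 no test was made, and values have 95% exact Poisson or binomial intervals, which cover counting error only.

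The named genes are those the article names for these libraries, the Tet genes, tdTomato, the haemoglobin genes, Xist and Y-linked genes, and, in each of the erythroid-like class, cluster 4, the endothelium-like class and the cardiomyocyte-like class, the 3 called genes with the largest log2 fold change that lay outside the WT range in every Tet-TKO library and are neither markers nor leading genes, Xist or Y-linked genes. tdTomato was left out of these 3 as well, which the rule does not say. No class was named blood progenitor-like, so cluster 4 took its place, which was decided after its leading genes were seen.

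The tests were tried on simulated data. On simulated sums of 5 classes, 200 genes above the median level were changed by a log2 fold of 2. There edgeR recovered between 99% and 100% of the changed genes and DESeq2 1.42.0 between 98% and 99.5%. Genes of lower level and smaller changes were not tried. On simulated numbers of cells with 5 of 33 classes changed, 78% of the changed classes were recovered over 100 draws, with 0.47 false calls per draw. The changed classes were drawn from the more abundant ones, so rare classes were not tried.

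The alternatives for cell numbers were other totals (without extraembryonic-like or without erythroid-like cells), TMM normalization across classes, resolution 1, no correction between libraries, all variable genes, removal of doublets, a minimum of 3000 UMIs, cells with tdTomato UMIs that match their sorted fraction, a replicate block, and each library left out in turn. For expression they were in addition DESeq2, its size factors in edgeR, no filter on low counts and no minimum fold change. Further ones were marking genes alone, a minimum of 30 cells, an equal number of 30 cells per sum, and subtraction of ambient counts. Ambient counts were taken from the brain and spinal cord-like cells of the same library. They were subtracted only for Hba-x, Hba-a1, Hba-a2, Hbb-y, Hbb-bh1, Hbb-bt, Hbb-bs, Klf1, Gata1, Gata2, Hemgn and Alas2. Removing tdTomato, Xist, Y-linked and haemoglobin genes from the counts of calls, removing genes called in at least 13 classes, subtracting ambient counts for the count of calls, and summing Tet-TKO libraries 1 and 2 and libraries 3 and 4, for cell numbers and expression, were chosen after seeing the data. A fit of nascent mesoderm-like cells with stage as a covariate was planned and was not run, because E8.5 held no such class. Figures were drawn with matplotlib 3.10.9.

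The depth of 65601218 to 136982886 UMIs per library leaves small counting errors for the larger classes, and the number of libraries limits the precision of the tests. Staging of the embryos, mapping to the atlas and pseudotime were not repeated here. The list of imprinted genes used further on was written after 5 of its genes had been seen among the calls.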

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

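The tests of host cells, doublets and depth for the PGC-like cells, of embryo stage, of sex for Xist and the Y-linked genes, of doublets and free haemoglobin RNA in library 2, of host cells for the low Y-linked expression, of shared reads and of strain were chosen only after the result was seen, and the clause on Xist in the test of host cells was added after the tdTomato level was seen. A test of doublets planned for library 2 set its level against the other Tet-TKO libraries and was dropped, because the background level differs between libraries. The planned test of sex covered genes called in most classes together, and was replaced by separate tests of the sex-linked and the autosomal genes.

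The share of ExE ectoderm-like cells in E8.5 Tet-TKO library 1, 0.0142%, met the check for a library far from the others. It rests on a single cell of 7045. The other 3 Tet-TKO libraries had 0 such cells, so any cell at all would have met the check, and the shares that 0 cells allow in them, up to 0.0314%, 0.130% and 0.296%, lie above this value, so it does not stand apart. Of 29 groups of 4 libraries checked in this way 2 met it, this one by construction, and chance gives about 1 in 20. The extraembryonic-like cells of the Tet-TKO libraries had 16.9 tdTomato CPM against 111 CPM in the other cells. Their 213 Xist CPM, against 272 CPM in the same classes of the WT host libraries, came mostly from libraries 1 and 2 (349 and 754 CPM). The 10 cells of library 3 had 19.6 Xist CPM, but 86.3 CPM of the Y-linked Ddx3y and Eif2s3y, against 2.86 CPM in its other classes. Host cells that entered the tdTomato+ fraction could give these values. The 4 cells of library 4 had 0 UMIs of these genes and cannot decide. The single cell could not be tested alone, and a contribution of Tet-TKO cells stays open for it.

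Hba-x in haematoendothelial progenitor-like cells was 63.5 CPM in Tet-TKO library 2 against 3.21, 5.07 and 4.81 CPM in libraries 1, 3 and 4, the other value that met the check. It rests on 239 UMIs. The level was 4.02 times that of the brain and spinal cord-like cells of library 2, 15.8 CPM, which argues against free haemoglobin RNA as the whole cause. With the cells of the highest doublet scores removed it was 21.1 CPM (64 UMIs), 1.31 times (95% exact interval 0.974 to 1.73, counting error only) the 16.1 CPM of the brain and spinal cord-like cells of the same library, a level no longer told from background. This is consistent with doublets with erythroid cells, beside free RNA, as the source of the excess. The cells removed may also include progenitors that express Hba-x, so a biological difference between the embryos pooled for each library stays open and was not tested.

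NMP and caudal epiblast-like cells were fewer in Tet-TKO cells at E7.5, 1.60% against 4.54%, a log2 ratio of -1.51, and more at E8.5, 9.80% ± 1.71 (SD, n = 4) against 5.62% ± 0.378 (SD, n = 2), a log2 fold change of 0.80 (adjusted p = 0.0726 from edgeR, 4 of 4 libraries higher). The difference between the stages was not tested, as each genotype has 1 library at E7.5. Epiblast-like cells were 9.11% of Tet-TKO and 2.66% of WT host cells at E7.5, a log2 ratio of 1.78. The methods describe both fractions as sorted from one pool of embryos, and embryos of another stage could explain this only if the 2 libraries come from separate sorts. The labels do not pair the libraries, so the stage of the embryos and the genotype cannot be told apart. Slower development of Tet-TKO cells within the embryos stays open and was not tested. At E7.5 naming also left out 23.4% of WT host and 7.98% of Tet-TKO cells for markers of another class.

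PGC-like cells, which the article does not discuss for these libraries, made up 0.691% ± 0.0715 (SD, n = 4) of E8.5 Tet-TKO and 0.0882% ± 0.0465 (SD, n = 2) of WT host cells, a log2 fold change of 2.93 (standard error 0.80, adjusted p = 0.0304, 4 of 4 libraries higher). The shares were 0.653%, 0.628%, 0.694% and 0.791% against 0.121% and 0.0553%, and at E7.5 1.71% against 0.280%, where the cluster had Lyz2, Cd74 and H2-Aa among its leading genes. The call is fragile. It was lost without Tet-TKO library 1 (adjusted p = 0.101), 2 (0.0790), 3 (0.0931) or 4 (0.0621), without WT host library 2 (0.0994) and under other settings, in a range of 0.00937 to 0.137. The PGC-like Tet-TKO cells had 0.887 Xist CPM against 84.5 CPM (19 UMIs) in the WT host PGC-like cells, which argues against host cells, although their tdTomato level of 55.4 CPM was below the 110 CPM of the other cells. Without the cells of the highest doublet scores the log2 fold change was 3.27 (adjusted p = 0.0883), which argues against doublets, since it did not shrink. Among the Tet-TKO libraries the highest share was 1.26 times the lowest, while their median depth differed 5.64 times, and the shallowest, library 2, had 5.19 times the higher WT host share, which argues against depth as the whole cause. A TET effect and a difference between the ES cell line and the host strain stay open as biological explanations.

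Several genes outside those the article discusses were called in many of the 26 classes. Rps3a1 was called in 25 and the processed pseudogene Rps3a3 in 21. The median log2 ratio of mean levels over classes was -3.77 for Rps3a1 and 4.596 for Rps3a3, while that of their sum was -0.0843, from -0.17 to 0.15. Reads of one transcript assigned to the gene in WT host cells and to its copy in Tet-TKO cells could give this. A sequence variant of the 129Sv part of the ES cell genome is a candidate cause. The log2 ratio of Rps3a3 was uneven, from 1.23 in cluster 32 to 7.37 in erythroid-like cells. It was 1.94 in cluster 16, 2.46 in cluster 4 and 2.77 in mesenchyme-like cells. That of Rps3a1 ran only from -4.24 to -3.12. What lowers the Rps3a3 ratio in some classes was not tested. No reads were analysed here, and strain and genotype go together in all libraries.

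Snrpn was called higher in 20 classes (log2 fold change 1.06 to 2.04), Zdbf2 higher in 13 and H13 lower in 16. All are imprinted genes. The numbers rest on both WT host libraries, since without library 1 or 2 they were 2 or 3 for Snrpn, 2 or 2 for Zdbf2 and 2 or 2 for H13. With Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed they were 14, 10 and 8. Of 55 listed imprinted genes 44 were tested in at least 13 classes and 17 of these were called in a class, 38.6% against 3.29% of the other 10226 genes tested in at least 13 classes (Fisher's exact test, p = 2.63e-14, with genes that are not independent). Without the 5 genes seen before the list was written it was 12 of 39, 30.8% (Fisher's exact test, p = 3.82e-09). A change of imprinting in the ES cells, an effect of TET loss and a strain difference may each give this, and they cannot be told apart because the background of the cells and the genotype go together in every library. For 28 of the 35 genes called in at least 13 classes, those left without tdTomato, Xist and 5 haemoglobin genes, strain and genotype also go together and cannot be told apart.

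Xist was called in 24 classes and Eif2s3y in 11, both lower in Tet-TKO cells. A male ES cell line would have Xist lower and Y-linked genes higher than a pool of host embryos of both sexes, and a female line would have Xist at least as high. Xist had 6.16 to 10.7 CPM in the E8.5 Tet-TKO libraries against 321 and 359 CPM, at most 0.0332 times a WT host library. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to at most 0.424 times a WT host library, which argues against a difference in sex as the whole cause of the lower Y-linked expression. For Xist a male line stays open, since Uty was not lower, with 4.66 to 7.19 CPM against 4.74 and 4.94 CPM, and sex and TET loss cannot be told apart for it because the cell line and the genotype go together in every library. Xist was called in 16 classes without WT host library 2, and Eif2s3y in 2 without WT host library 1, in 1 without WT host library 2 and in 6 without Tet-TKO library 2 or with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed. Sex does not extend to the autosomal genes called in at least 13 classes, since 1 of 32 differed by 1 or more on the log2 scale (pseudocount 1 CPM) between WT host cells with Xist and WT host cells with Y-linked UMIs in both libraries, which argues against it as their cause.

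Ddx3y and Eif2s3y were low but not 0 in the Tet-TKO libraries, and Kdm5d was also lower, with 1.29 to 1.61 CPM at E8.5 against 3.76 and 4.91 CPM. The ratio of Ddx3y and Eif2s3y in cells with a tdTomato UMI to cells without one reached 0.775, at E7.5, with 13.5 against 17.4 CPM, which argues against host cells as the whole source, although in Tet-TKO library 4 it was 2.38 against 9.33 CPM. Cells with a tdTomato UMI and 3 or more of these UMIs were 12.2 times as many as a Poisson distribution gives, and 7.65 to 291 times in single libraries against 2.09 to 2.94 times in WT host libraries. An excess is not special to Y-linked genes, since 200 matched autosomal genes had median ratios of 5.01 and 4.92 in Tet-TKO libraries 3 and 4. The Y-linked ratio was above 97.0 to 100% of the matched genes in Tet-TKO libraries and above 96.0 to 96.5% in WT host libraries. Cells that lost the Y chromosome beside cells that kept it could give the excess over matched genes. It cannot be told apart from lower expression in single cells. This is because Uty, examined afterwards, was still counted in tdTomato+ cells without a UMI of the other genes. At E8.5 it had 5.93 CPM in them (4.09 to 7.35 by library), against 2.66 CPM in WT host cells that also lacked such a UMI. At E7.5 the levels were close, with 4.07 against 3.83 CPM.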

How the results depend on the processing

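Counts of calls without tdTomato, Xist, Y-linked and haemoglobin genes, without genes called in at least 13 classes, and with ambient counts subtracted, and all fits with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed, were chosen only after the result was seen, and the other alternatives are planned ones. Where no cause is named below, the cause was not tested.

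For the numbers of cells, 179 of the combinations of a class and an alternative kept direction and side of the threshold, 33 fell short of it, 5 passed it and 13 changed sign. For single genes these numbers were 458, 30, 18 and 3. Of the counts of called genes 134 stayed within 1.5 times the value reported and 58 did not, and of the E7.5 ratios 8 stayed within the counting interval and 4 did not. The number of classes in which a widely called gene passed was more than 1.5 times away from the value reported in 23 combinations. Erythroid-like cells stayed lower and past the threshold in all alternatives run, at -5.37 to -4.14, and ExE ectoderm-like cells stayed lower, at -9.21 to -6.38, and past it in all but the sums of Tet-TKO libraries.

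With TMM normalization across classes, mesenchyme-like cells (0.67), somitic and caudal mesoderm-like cells (0.97) and cluster 7 (1.40) fell short of the threshold, and haematoendothelial progenitor-like cells (-0.41) and cluster 4 (-0.29) changed sign. Without erythroid-like cells in the total, mesenchyme-like cells (0.78) and cluster 7 (1.52) fell short, and haematoendothelial progenitor-like cells (-0.31) and cluster 4 (-0.19) changed sign. Haematoendothelial progenitor-like cells also changed sign without extraembryonic-like cells (-0.0775) and at 3000 UMIs (-0.0056), and cluster 4 at resolution 1 (-0.0817) and with all variable genes (-0.0577). With all variable genes, intermediate mesoderm-like cells passed the threshold (1.49), in a class that was also the best match of cluster 7. Without correction between libraries, somitic and caudal mesoderm-like cells (1.48) and PGC-like cells (2.42) fell short, as PGC-like cells did with doublets removed (3.27) and with tdTomato-matched cells (2.35). No value of haematoendothelial progenitor-like cells passed the threshold.

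With each library left out in turn, the log2 fold change was 1.02 to 1.23 for mesenchyme-like cells, 1.12 to 1.70 for somitic and caudal mesoderm-like cells, -5.45 to -3.87 for ExE and visceral endoderm-like cells, -0.16 to 0.16 for haematoendothelial progenitor-like cells, 2.48 to 3.58 for PGC-like cells, -0.0549 to 0.31 for cluster 4, 1.62 to 2.06 for cluster 7 and 2.03 to 2.94 for cluster 16. There were 243 to 917 lower and 199 to 666 higher calls over all classes, 11 to 21 classes with more lower calls, 29 to 77 lower and 38 to 118 higher genes in erythroid-like cells, and 21 to 114, 21 to 116 and 3 to 117 calls in cardiomyocyte-like, endothelium-like and mesenchyme-like cells. In cluster 4 Gata2 ranged from -0.72 to 0.0216 and Hemgn from -1.12 to 0.32. A fit without a WT host library has a lone WT library, which is assumed to vary like the Tet-TKO libraries, and it has fewer samples.

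DESeq2 made 1551 lower and 1171 higher calls over all classes, 168 higher in erythroid-like cells, 203 in cardiomyocyte-like and 291 in mesenchyme-like cells. Without a filter on low counts there were 3736 lower and 3138 higher calls, 13 classes with more lower calls, 199 lower and 309 higher in erythroid-like cells, and 471, 361 and 577 in cardiomyocyte-like, endothelium-like and mesenchyme-like cells. With 30 cells per sum, which lowers the counts by construction, there were 363 lower and 227 higher calls, 30 lower and 33 higher in erythroid-like cells, and 32, 26 and 58 in the other 3. With at least 30 cells, which leaves fewer libraries, erythroid-like cells had 34 lower and 59 higher genes. Without correction between libraries they had 39 lower genes and mesenchyme-like cells 10 calls, and with doublets removed they had 53 higher genes. Genes that mark a class alone gave 376 higher calls and 172 calls in mesenchyme-like cells, and leaving out genes called in at least 13 classes gave 269 higher calls. Lower calls were 60.8% of all calls, 75.2% with marking genes alone and 71.1% without widely called genes. Their share was 57.8% without tdTomato, Xist, Y-linked and haemoglobin genes. It was also 57.8% with ambient counts of haemoglobin and blood genes subtracted.

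Tet-TKO libraries 1 and 2 and libraries 3 and 4 are pairs of like libraries, and if each pair came from one pool of embryos there would be 2 Tet-TKO samples and not 4. With each pair summed, which leaves 2 samples against 2, mesenchyme-like cells (1.12), somitic and caudal mesoderm-like cells (1.40), ExE ectoderm-like cells (-7.63), ExE and visceral endoderm-like cells (-4.70), PGC-like cells (2.93), cluster 7 (1.87) and cluster 16 (2.41) fell short of the threshold, and erythroid-like cells did not (-4.40). There were 579 lower and 406 higher calls over all classes and 6 lower and 38 higher genes in erythroid-like cells, where Hba-x (-1.32), Klf1 (-1.12), Hemgn (-2.15), Alas2 (-1.46) and Fgf3 (2.71) were not called, while Hba-x in haematoendothelial progenitor-like cells was (-4.33).

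At E7.5 the log2 ratio of Lefty2 was -3.61 and that of Fgf8 0.38 without correction between libraries, and -2.37 and 0.97 with all variable genes in the clustering.

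Tet-TKO libraries 1 and 2 share their numbers with WT host libraries 1 and 2. The deviations of same-numbered libraries correlated at 0.779 over 33 classes and 0.452 over 16386 genes, but there are only 2 pairs. The legend of Fig. 3c sets each Tet-TKO sample beside its matching WT host, without saying which libraries match, and there are 4 Tet-TKO against 2 WT host libraries, so they were not treated as pairs. With the replicate block over these 4 libraries, neural crest-like cells (-1.85), intermediate mesoderm-like cells (0.99), allantois-like cells (1.46) and cluster 4 (0.46) passed the threshold, Fgf3 (1.57), Klf1 (-1.06) and Alas2 (-1.01) were called in cluster 4, where Gata2 changed sign (0.0063), and there were 3983 lower and 2462 higher calls over all classes, 171 lower and 204 higher in erythroid-like cells, and 472, 406 and 609 calls in cardiomyocyte-like, endothelium-like and mesenchyme-like cells.

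The planned fit of nascent mesoderm-like cells with stage as a covariate was not run, since E8.5 has no such class. No value could be had for erythroid-like cells without erythroid-like cells, for extraembryonic classes without extraembryonic-like cells, for intermediate mesoderm-like cells and cluster 7 at resolution 1, for clusters 7 and 16 without correction between libraries, for somitic and caudal mesoderm-like cells with all variable genes, for Hba-x in haematoendothelial progenitor-like cells with DESeq2 or ambient subtraction, for Gm9855 in 6 settings, and with 30 cells per sum for Hemgn and Gm42047 in cluster 4 and Hba-a2 in endothelium-like cells. The number of cells limits the erythroid-like class, where Tet-TKO library 4 has 9 cells and was not tested.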

Differences from the paper's values

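No test was run for these comparisons, so none was chosen only after the result was seen. The alternatives named were set before the data were examined, unless said otherwise. Classes here were rebuilt from marker genes, whereas the article mapped cells to an atlas, and the article tested cells with atlas markers alone where libraries and all genes were tested here.

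The article's text gives 52084 WT cells, and 24440 were kept here. No alternative could come within 1.5 times, since the 3 WT host libraries held 25837 barcodes before any filter. Doublets removed, at least 3000 UMIs and tdTomato-matched cells all left fewer. The article's WT total thus rests on more WT cells than were examined here, and their source is not stated. The values of Fig. 3c, 3d and 3f below may include these further cells. The article's 24355 Tet-TKO cells and the 25426 kept here do not differ by this measure.

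For the log2 difference in proportions at E8.5, Fig. 3c shows about -3.3 for erythroid cells, read by eye, and the mean difference of log2 shares here was -4.60. Without Tet-TKO replicate 1 it was -4.16, within 1 SD of the figure, and no other alternative was. For neural crest Fig. 3c shows about -2.5, read by eye, against -1.24 here, with -1.79 under the replicate block and -1.97 without WT replicate 1 as the alternatives within 1 SD. For endothelium Fig. 3c shows about -0.2, read by eye, against -0.66 here. The replicate block (-0.32) and the fits without Tet-TKO replicate 3 (-0.55), Tet-TKO replicate 4 (-0.54) or WT replicate 1 (-0.56) came within 1 SD, and the others did not. For cardiomyocytes Fig. 3c shows about 0.0, read by eye, against 0.77 here. The alternatives within 1 SD were those without erythroid-like cells (0.45), with the replicate block (0.21), without Tet-TKO replicate 3 (0.58) or 4 (0.595), at resolution 1 (0.56) and with all variable genes (0.64).

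The cell numbers in Fig. 3f, read by eye, are about 400 Tet-TKO and about 8100 WT erythroid cells, against 170 and 3622 here, and no alternative closed either gap. For haematoendothelial progenitors Fig. 3f shows about 710 Tet-TKO and about 1100 WT cells, read by eye, against 448 and 325 here. Resolution 1 (657), no correction between libraries (854) and all variable genes (645) came within 1.5 times for the Tet-TKO cells. No alternative did for the WT cells. The WT numbers of Fig. 3f may come from a larger set of WT cells, so these gaps need not come from the processing.

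For the number of DE genes, Fig. 3d shows about 62 in erythroid cells, read by eye, against 153 here. At least 30 cells (93), equal cell numbers (63) and the fits without Tet-TKO replicate 1 (93), Tet-TKO replicate 2 (79) or WT replicate 2 (68) came within 1.5 times, as did the fit with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed (44), which was chosen after seeing the values, and the others did not. For cardiomyocytes Fig. 3d shows about 38, read by eye, against 117 here, and only equal cell numbers (32) came within 1.5 times. For endothelium Fig. 3d shows about 33, read by eye, against 110 here, with equal cell numbers (26) and the fit without WT replicate 1 (46) within 1.5 times.

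In Fig. 3d, read by eye, most DE genes of erythroid cells are downregulated, while 60 were lower and 93 higher in erythroid-like cells here, and restricted to genes that mark a class 61 were lower and 104 higher. The article lists Gata1 and Gata2 among genes that are DE in blood progenitors and erythroid cells. Here Gata1 had a log2 fold change of -0.48 in erythroid-like cells and -0.58 in cluster 4, under the minimum of 1, and Gata2 was not tested in erythroid-like cells and had -0.19 in cluster 4. Of the 6 genes on that list 4 were called in erythroid-like cells and none of Hba-x, Klf1, Hemgn and Alas2 in cluster 4. There Klf1 was called at resolution 1, with all variable genes, with DESeq2, without a filter on low counts, with the replicate block and without Tet-TKO replicate 2, and Alas2 with the replicate block, while no alternative called Gata1 in either class or Gata2, Hba-x or Hemgn in cluster 4. In the sums of Tet-TKO libraries 1 and 2 and of 3 and 4, an alternative chosen after seeing the data, none of the 6 was called in either class. The article describes depletion of neural crest and gains of intermediate mesoderm and allantois, which have the same direction here without passing the threshold (adjusted p of 0.156, 0.0775 and 0.155 from edgeR, in 3, 4 and 2 of 4 Tet-TKO libraries). Under the replicate block all 3 passed. Intermediate mesoderm-like cells also did with all variable genes, where the class of this name overlapped with cluster 7.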

Other observations

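The test of depth for erythroid-like cells, the Xist clause of the test of host cells, and the separate tests of free RNA in haematoendothelial progenitor-like and endothelium-like cells were chosen only after the result was seen. The planned test of free RNA took these classes together.

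Erythroid-like cells of the Tet-TKO libraries had a tdTomato level of 30.1 CPM against 111 CPM in other cells, so some of them may be host cells that entered the tdTomato+ fraction. Their Xist level, 27.4 CPM pooled against 269 CPM in the erythroid-like cells of the WT host libraries, argues against host cells as the whole source. It was 0, 15.2, 36.0 and 89.3 CPM in libraries 1 to 4, so the share of host cells is open and may differ between libraries, with 9 cells in library 4. The expression values of these cells in Tet-TKO libraries would then be a mixture.

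Fewer UMIs per cell are unlikely to explain the loss of erythroid-like cells, as the log2 fold change was -4.62 at a minimum of 3000 UMIs. Their share was also low in Tet-TKO libraries 1, 3 and 4, whose median depth was above that of both WT host libraries. Library 2 was the shallowest. A higher minimum acts only on cells already kept and cannot show whether cells were lost before, so lost cells stay open. The genotype, the background of the ES cells and a delay of Tet-TKO cells were not tested apart here. The paper has evidence on the last 2. In a published data set it found negligible differences in proportions between injected WT ES cells and host cells. It also judges the slight delay that it infers too small to account for the loss of erythroid cells.

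Hba-x in haematoendothelial progenitor-like cells of the WT host libraries lay at 0.985 and 0.914 times its level in brain and spinal cord-like cells, which is consistent with free haemoglobin RNA as the source of the difference between genotypes in this class. In endothelium-like cells the ratio was 3.14 and 3.78, which argues against free RNA as the whole cause. Doublets of endothelial and erythroid cells may add to it, since with the highest doublet scores removed the ratio was 1.04 in WT host library 1, but it stayed at 2.52 in library 2, so doublets cannot be told apart from expression in these cells.

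ExE and visceral endoderm-like cells made up 0.216% ± 0.184 (SD, n = 4) of E8.5 Tet-TKO and 4.54% ± 2.91 (SD, n = 2) of WT host cells, a log2 fold change of -4.81 (standard error 0.93, adjusted p = 0.0071 from edgeR, 4 of 4 libraries lower). Without WT host library 1 it was -3.87 with an adjusted p of 0.0763, and with Tet-TKO libraries 1 and 2 and libraries 3 and 4 summed, an alternative chosen after seeing the data, -4.70 with an adjusted p of 0.0925, the highest in a range from 4.07e-18. In all, 8 of 33 classes passed the threshold, 3 lower and 5 higher. The lower ones were erythroid-like, ExE ectoderm-like, and ExE and visceral endoderm-like cells. The paper reports that injected WT control cells also fail to contribute to ExE ectoderm, so its loss does not speak for the genotype. For ExE and visceral endoderm-like cells this stays open, since no library here holds injected WT cells.

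At E7.5, cluster 16, led by Hbb-bh1 and Cited4 with Tal1 and Gfi1b among its leading genes, held 34 of 5513 Tet-TKO cells, 0.617% (95% exact binomial interval 0.427 to 0.861%), and 509 of 7142 WT host cells, 7.13% (6.54 to 7.75%). The 34 cells had 79.0 tdTomato CPM (95% exact Poisson interval 61.9 to 99.3). The intervals cover counting error only, there is 1 library per genotype and no test, and this cluster was chosen after its values were seen.

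Gut and definitive endoderm-like cells were 2.35% ± 1.10 (SD, n = 4) of E8.5 Tet-TKO and 6.02% ± 3.19 (SD, n = 2) of WT host cells, a log2 fold change of -1.34 that failed the correction (adjusted p = 0.0775, 4 of 4 libraries lower). The E7.5 log2 ratio had the same sign, -1.33.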
